# Haptoglobin and Hemopexin Redirect Heme-Driven Oxidative Stress and Neurotoxicity in Organotypic Brain Slices

**DOI:** 10.1021/acschemneuro.5c00511

**Published:** 2025-12-19

**Authors:** Anna-Lea T. Stalder, Raphael M. Buzzi, Florence Vallelian, Dominik J. Schaer

**Keywords:** hemorrhagic stroke, hemoglobin, heme, haptoglobin, hemopexin, organotypic brain slice culture, secondary brain injury

## Abstract

Hemorrhagic stroke triggers secondary brain injury through the red blood cell toxins hemoglobin (Hb) and heme, which fuel iron-driven lipid peroxidation and neuronal injury. We sought to use organotypic brain-slice cultures to dissect how the high-affinity scavenger proteins haptoglobin (Hp) and hemopexin (Hpx) modulate this cascade. By day 7 of culture, slices remained structurally intact, metabolically active, and responsive to oxidative stress, enabling precise toxin exposure studies. Isotopic ^58^Fe tracing revealed that upon cell-free Hb and heme exposures, heme-iron accumulated in brain slices and heightened lipid peroxidation. In contrast, Hpx neutralized heme, nearly abolishing iron deposition, while Hp partially reduced Hb-driven iron accumulation. Both scavengers attenuated lipid peroxidation and reduced neuronal cell death. Transcriptomic profiling revealed that free toxins increased oxidative stress and neuroinflammatory activation markers, whereas Hpx suppressed the expression of heme-induced genes. Remarkably, HbHp complexes triggered a strong Nrf2-centered adaptive program that enhanced iron metabolism and glutathione synthesis. Integrating five readoutsiron accumulation, lipid peroxidation, neuronal cell death, heme-stress transcripts, and Nrf2/metabolic transcriptsvia bootstrap-based principal component analysis yielded two orthogonal axes. An oxidative toxicity axis (PC1) captured iron-driven reactive oxygen species and cell death, while a metabolic adaptation axis (PC2) reflected Nrf2-mediated reprogramming. Free toxins clustered at the toxic extreme on PC1, and heme–Hpx aligned near baseline. HbHp shifted slices upward on PC2, reducing neuronal loss through safe adaptation. These findings establish that Hpx neutralizes free heme, whereas Hp stabilizes Hb and elicits cytoprotective gene expression, offering a rational, dual-scavenger strategy to mitigate secondary brain injury in hemorrhagic stroke.

## Introduction

Intracerebral and subarachnoid hemorrhagescollectively hemorrhagic strokesare devastating. Although they account for only ∼15–20% of all cerebrovascular events in high-income countries, they cause a disproportionate share of mortality and disability. [Bibr ref1],[Bibr ref2] Unlike ischemic strokes, which have established treatments like thrombolysis and thrombectomy, effective acute interventions for hemorrhagic strokes are limited. Despite advances in acute neurosurgical and critical-care management, more than half of all patients die within the first year, and survivors frequently sustain severe neurological sequelae that demand lifelong care. [Bibr ref1],[Bibr ref3] A major contributor to this poor prognosis is secondary brain injury (SBI), which is caused by a delayed, self-propagating cascade that unfolds once the primary bleed has been stabilized. Within this multifactorial pathophysiology, the red blood cell (RBC) products hemoglobin (Hb) and heme, while indispensable in their physiological intracellular context, contribute as potent RBC toxins when released into the extracellular space as unshielded species. [Bibr ref4]−[Bibr ref5] [Bibr ref6] [Bibr ref7] [Bibr ref8] [Bibr ref9]

Within the first few hours after bleeding, extravasated RBCs begin to lyse, [Bibr ref4],[Bibr ref10] releasing hemoglobin into the extracellular environment of the hematoma. Oxidative autodegradation of Hb produces catalytically active ferric species and liberates the prosthetic heme group. Free heme, with its central iron atom, readily partitions into lipid-rich cellular membranes where it fuels iron-dependent reactive oxygen species (ROS) formation, lipid peroxidation, and, ultimately, cell death.[Bibr ref11] However, even though the sequence of Hb → heme → lipid ROS → cell death is now considered a key driver of neuronal loss and functional decline after hemorrhagic stroke, it has never been experimentally delineated, providing a unique field for model development and investigation.[Bibr ref4]

Evolution has equipped the circulation with two high-affinity scavenger proteins that intercept this destructive cascade.[Bibr ref11] Haptoglobin (Hp) binds Hb in a large protein complex with femtomolar affinity, [Bibr ref12],[Bibr ref13] stabilizing the tetramer [Bibr ref14],[Bibr ref15] and facilitating receptor-mediated clearance. [Bibr ref15],[Bibr ref16] In contrast, hemopexin (Hpx) sequesters free heme in an essentially irreversible complex that prevents membrane infiltration and Fenton chemistry.[Bibr ref17] However, after a hemorrhagic stroke, the natural abundance of both scavengers in the CNS is orders of magnitude below what is needed for protection, necessitating therapeutic administration to achieve beneficial levels.[Bibr ref18] Preclinical rodent studies confirm that Hp or Hpx can reduce edema, oxidative stress, and neurological deficits. [Bibr ref5],[Bibr ref19]−[Bibr ref20] [Bibr ref21] Yet, the cellular mechanisms that underlie this protection and the extent to which the two scavengers modulate both toxicity and adaptive stress responses remain incompletely understood.

Addressing these questions in vivo is challenging: hematoma composition, blood–brain barrier integrity, and inflammatory cell infiltration vary widely between animals, obscuring cause–and–effect relationships. Organotypic brain slice cultures (BSCs) provide an attractive ex vivo alternative, modeling the post-blood−brain barrier parenchymal environment that follows intracranial bleeding, when neurons and glia are directly exposed to cell-free Hb and heme.[Bibr ref22] Thin vibratome sections preserve the cytoarchitecture, synaptic connectivity, and glia–neuron interactions of the brain, while allowing precise control over incubation conditions, toxin concentration, and exposure time. Importantly, BSCs satisfy the 3 Rs of animal welfare by replacing in vivo experimentation for mechanistic work.

In the present study, we utilized the BSC platform to reproduce the entire RBC-toxin cascade and to elucidate how Hp and Hpx influence each step of this process. We combined five complementary readouts, including heme-iron immobilization in lipid compartments, lipid peroxidation, transcriptional heme-stress signaling, adaptive heme metabolism gene expression, and neuronal cell death, and integrated them using principal-component analysis (PCA). This multidimensional approach yielded two orthogonal biological axes with an oxidative-toxicity axis dominated by iron burden and lipid peroxidation, contrasting a metabolic-adaptation axis driven by Nrf2/heme metabolism transcripts. Heme and Hb exposures clustered on the toxic extreme, whereas their respective Hpx and Hp complexes mapped to neutral and adaptive quadrants within our PCA biplot, revealing a bifurcation between injury and adaptation.

By delineating this sequential toxicity-to-adaptation landscape, we aim to provide a mechanistic rationale for targeting scavenger pathways as an adjuvant therapy for hemorrhagic stroke-associated SBI.

## Results and Discussion

### Baseline Integrity of Organotypic Brain-Slice Cultures

Organotypic brain slice cultures maintained their cytoarchitecture and metabolic competence, remaining viable for at least 14 days ex vivo (Figure [Fig fig1]A). By day 7, NeuN/Hoechst staining confirmed intact cortical lamination without edge necrosis (Figure [Fig fig1]B). Biochemical leakage mirrored these histological observations: After the initial slicing trauma, lactate-dehydrogenase (LDH) release dropped 4-fold from 11,467 ± 1471 RFU to 4,430 ± 1193 RFU between days 4 and 7 and then stabilized below 15% of the maximal signal measured after complete tissue lysis with Triton X-100 after 14 days in culture (Figure [Fig fig1]C). Metabolic competence was verified with a luciferin–luciferase reporter. A DMNPE-caged luciferin/luciferase reporter was employed because its light output requires intact intracellular esterases, ATP, and oxygen, providing a rapid, nondestructive readout of slice metabolic competence (Figure [Fig fig1]D). On day 7, live brain slices from CAG-Luc mice supplied with DMNPE-caged luciferin emitted strong bioluminescence, whereas freeze-killed controls showed only background signal. (Figure [Fig fig1]E,F). Importantly, continuous H_2_O_2_ generation with glucose oxidase resulted in a dose-dependent decline in bioluminescence (Figure [Fig fig1]G), demonstrating that the model remains responsive to redox stress. Together, these data designate day 7 as the window in which slices are structurally preserved, metabolically active, and sufficiently sensitive to detect toxin-induced oxidative injury. Therefore, all subsequent experiments were initiated on day 7 of culture.

**1 fig1:**
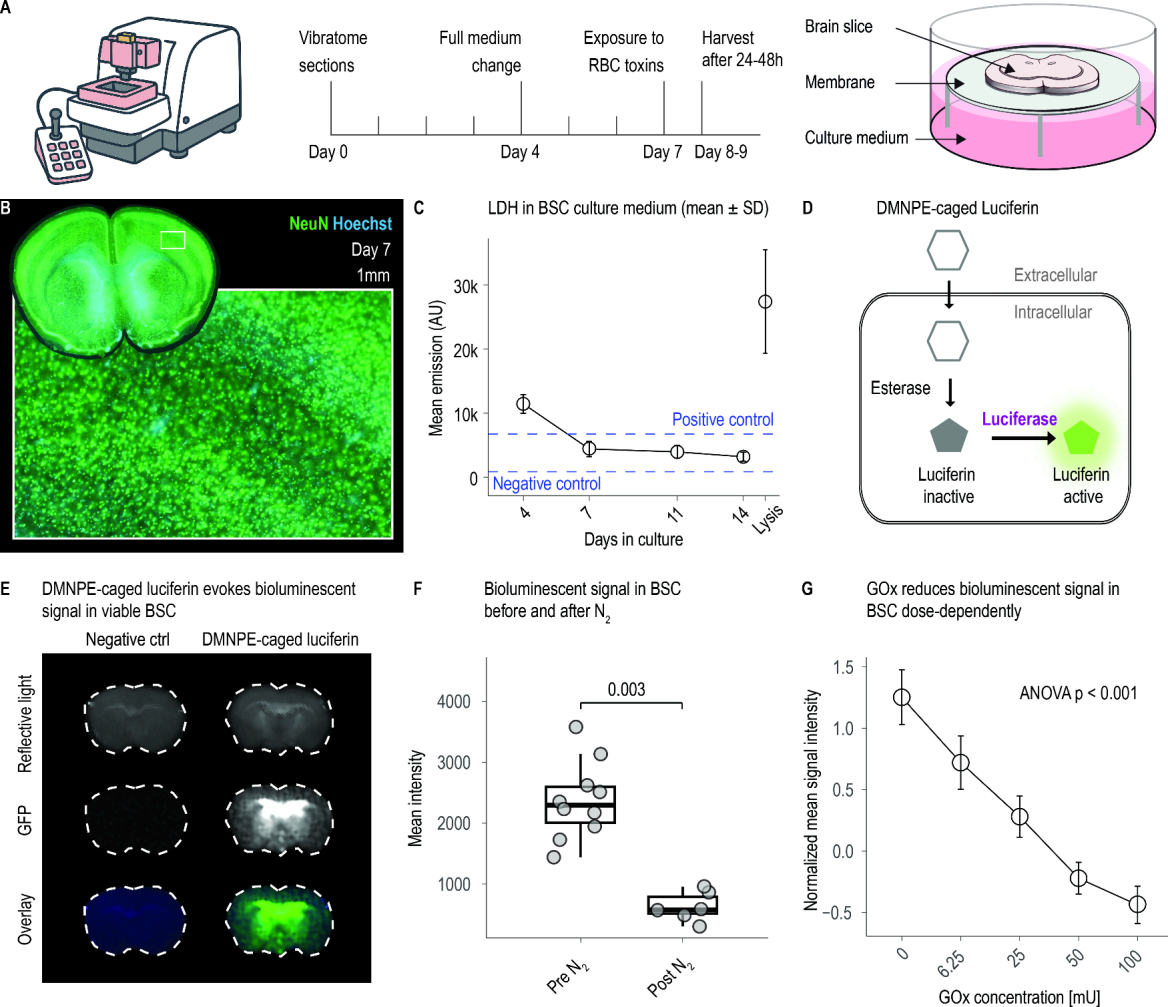
Baseline integrity and redox responsiveness of organotypic brain-slice cultures. (A) Workflow for coronal mouse brain slice preparation, air–liquid cultivation, and the experimental window (day 7). (B) NeuN (green)/Hoechst (blue) staining on culture day 7 shows preserved cortical lamination without edge necrosis. Rectangle width = 1 mm. (C) Lactate-dehydrogenase (LDH) release declines from the slicing-induced peak between days 4 and 7 and stabilizes below 15% of the Triton X‑100 lysis control. *n* = 8–24 inserts per time point; mean ± SD. (D) Principle of the DMNPE-caged luciferin assay: intracellular esterases liberate luciferin, enabling ATP- and O_2_-dependent photon emission by endogenous luciferase. (E) Representative overlays (bottom), raw luminescence (middle), and reflective light (top) images from live day-7 slices with and without DMNPE-caged luciferin. (F) Quantification of bioluminescence on day 7; *n* = 10 per group; two-tailed *t*-test, *p* = 0.003. (G) Continuous H_2_O_2_ generation with glucose oxidase (GOx, 6.25–100 mU mL^–1^) provokes a dose-dependent reduction in normalized luminescence; *n* = 12–20 slices per dose; one-way ANOVA with Tukey post hoc.

### Heme-Iron Immobilization Reveals Differential Toxin Uptake

Toxin exposure served as the entry point for a cascade of destructive assays, schematically depicted in Figure [Fig fig2]A. Slice sets were treated with either free Hb, heme bound to its natural low-affinity carrier protein albumin (heme-albumin), [Bibr ref14],[Bibr ref23] or their stoichiometric high-affinity scavenger complexes with Hp and Hpx, respectively. After incubation, slices were allocated to one of five readouts: ^58^Fe ICP-MS (heme-iron immobilization), TBARS/MDA (lipid peroxidation), bulk RNA-seq (transcriptional stress and adaptation scores), or immunohistochemistry for cleaved Caspase-3/NeuN (neuronal death). Because each assay consumes the tissue, separate slice batches were investigated for each assay under highly standardized conditions, allowing the five parameters to be integrated later by bootstrap-PCA.

**2 fig2:**
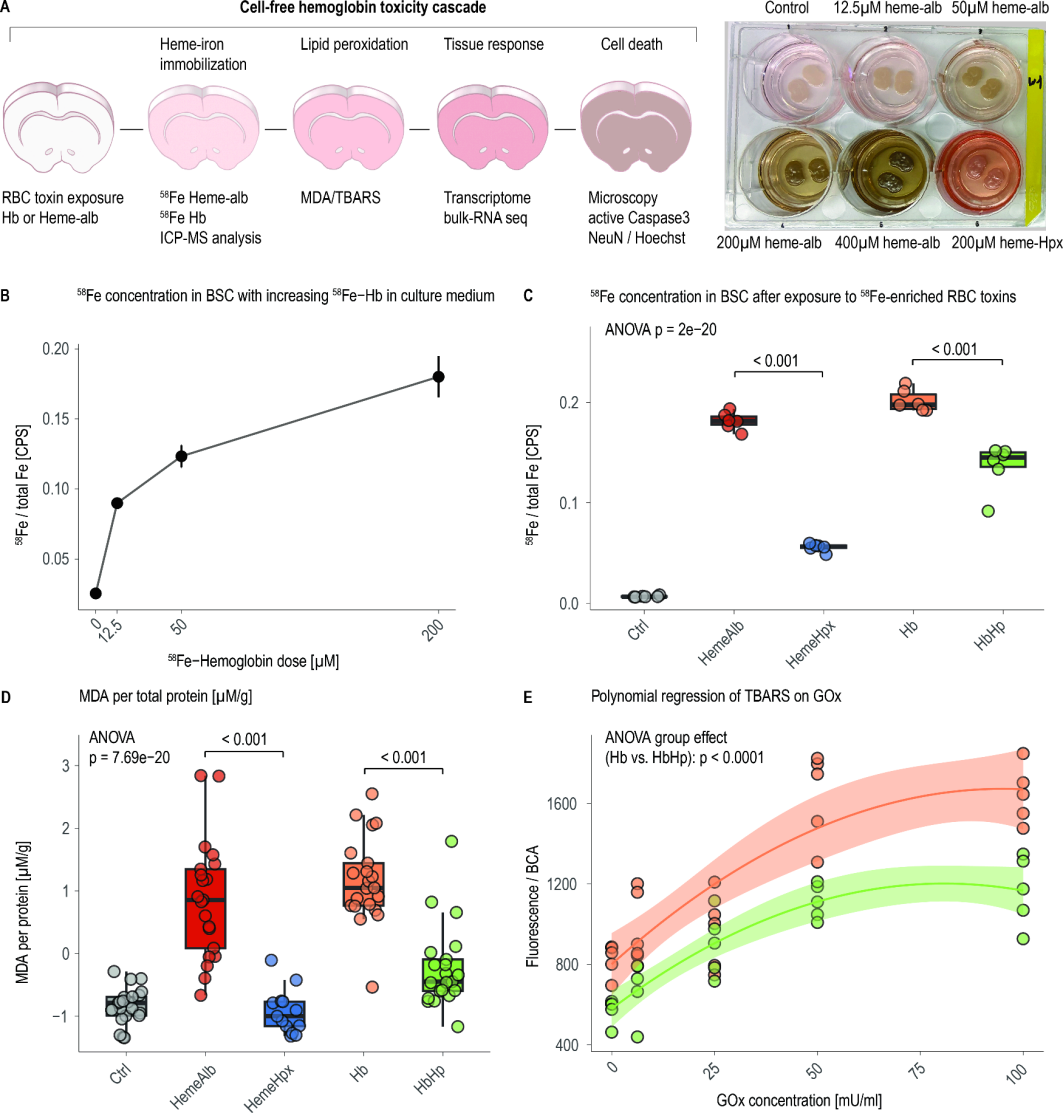
Scavenger proteins attenuate heme-iron deposition and lipid peroxidation in brain-slice cultures. (A) Experimental cascade: slices are exposed to Hb or heme-albumin with or without Hp or Hpx, followed by sequential read-outs for iron immobilization (^58^Fe ICP-MS), lipid peroxidation (TBARS/MDA), transcriptomic stress signatures, and neuronal death (cleaved Caspase-3/NeuN). The photograph shows an experimental setup with characteristic color changes of heme-albumin dilutions and hemeHpx complexes. (B) Dose–response curve for tissue ^58^Fe after 24 h exposure to 12.5–200 μM ^58^Fe-Hb; mean ± SD, *n* = 3 per dose. (C) Tissue iron burden at 200 μM toxin. Box-and-whisker plots show median, IQR, and individual points; one-way ANOVA with Tukey post-test; *n* = 6 per group. (D) TBARS fluorescence normalized to protein mirrors the iron deposition pattern; one-way ANOVA with Tukey post-test; *n* = 13–21 per group. (E) Under continuous exogenous H_2_O_2_ generated by 6.25–100 mU mL^–1^ glucose oxidase, lipid peroxidation rises but remains lower for HbHp (green); shaded areas are 95% confidence bands; overall group effect *p* < 0.0001 (polynomial regression; ANOVA).

Isotopic tracing coupled with ICP-MS quantified how much heme-iron partitions into lipid-rich tissue compartments (Figure [Fig fig2]A). Therefore, we used ^58^Fe-Hb and heme-albumin generated by metabolic labeling in iron-deficient mice[Bibr ref24] to expose BSC and quantify tissue heme-iron deposition. Increasing doses of cell-free ^58^Fe-Hb (12.5–200 μM) produced a monotonic rise in slice iron, from 0.015 ± 0.005 ppb to 0.167 ± 0.019 ppb (*n* = 3 per dose; *p* < 0.01; Figure [Fig fig2]B). At an equimolar compound concentration in culture medium of 200 μM, free Hb yielded the highest iron burden (0.202 ± 0.011 ppb; *n* = 6), closely followed by heme-albumin (0.182 ± 0.009 ppb; *n* = 6). Complex formation with the cognate scavengers markedly attenuated iron uptake. Heme-Hpx restored near-baseline levels (0.056 ± 0.004 ppb; *p* < 0.001 vs heme-albumin), whereas HbHp achieved a partial but significant reduction to 0.136 ± 0.023 ppb (*p* < 0.001 vs free Hb; Figure [Fig fig2]C). Thus, while both scavengers blunt toxin uptake, Hpx virtually abolishes heme deposition. In contrast, Hp attenuates but does not entirely prevent Hb-derived tissue iron loading, potentially reflecting cellular uptake of HbHp complexes.

### Scavenger Proteins Blunt Heme-Driven Lipid Peroxidation

Oxidative damage to membrane lipids, measured by malondialdehyde (MDA) levels after 24 h of toxin exposure, closely mirrored the iron-immobilization pattern (Figure [Fig fig2]D).

Heme-albumin and free Hb increased normalized MDA from −0.83 ± 0.286 μM g^–1^ (controls, *n* = 21) to 0.861 ± 0.94 μM g^–1^ (*n* = 21) and 1.164 ± 0.685 μM g^–1^ (*n* = 21), respectively (*p* < 0.001 vs Ctrl for both). Complex formation with the scavengers sharply reduced lipid peroxidation. Heme-Hpx lowered normalized MDA to −0.924 ± 0.359 μM g^–1^ (*n* = 13, *p* < 0.001 vs heme-albumin) and HbHp to −0.234 ± 0.656 μM g^–1^ (*n* = 21, *p* < 0.001 vs Hb).

To probe the resilience of Hp protection under sustained oxidant pressure, we superimposed continuous H_2_O_2_ generation via glucose oxidase.[Bibr ref25] Polynomial regression revealed a dose-dependent rise in thiobarbituric-acid-reactive substances (TBARS) fluorescence for both Hb and HbHp, yet the Hp complex remained consistently lower across the series (ANOVA group effect (Hb vs HbHp), *p* < 0.0001; Figure [Fig fig2]E). Hence, while free toxins drive lipid peroxidation in proportion to their iron burden, both scavenger proteins intercept this stepHpx by neutralizing heme altogether and Hp by curtailing Hb-derived ROS even under exogenous oxidative stress.

### Neuronal Cell Death Scales with the Oxidative Load

To determine whether the biochemical signatures translate into functional injury, we quantified neuronal apoptosis. Brain slices were immunostained for NeuN and cleaved Caspase-3, followed by fully automated single-cell segmentation and k-means clustering of intensity features, providing a pseudocytometric analysis (Figure [Fig fig3]A,B). Two discrete populations emerged: Casp3^high^/NeuN^low^ (apoptotic) and Casp3^low^/NeuN^high^ (viable).

**3 fig3:**
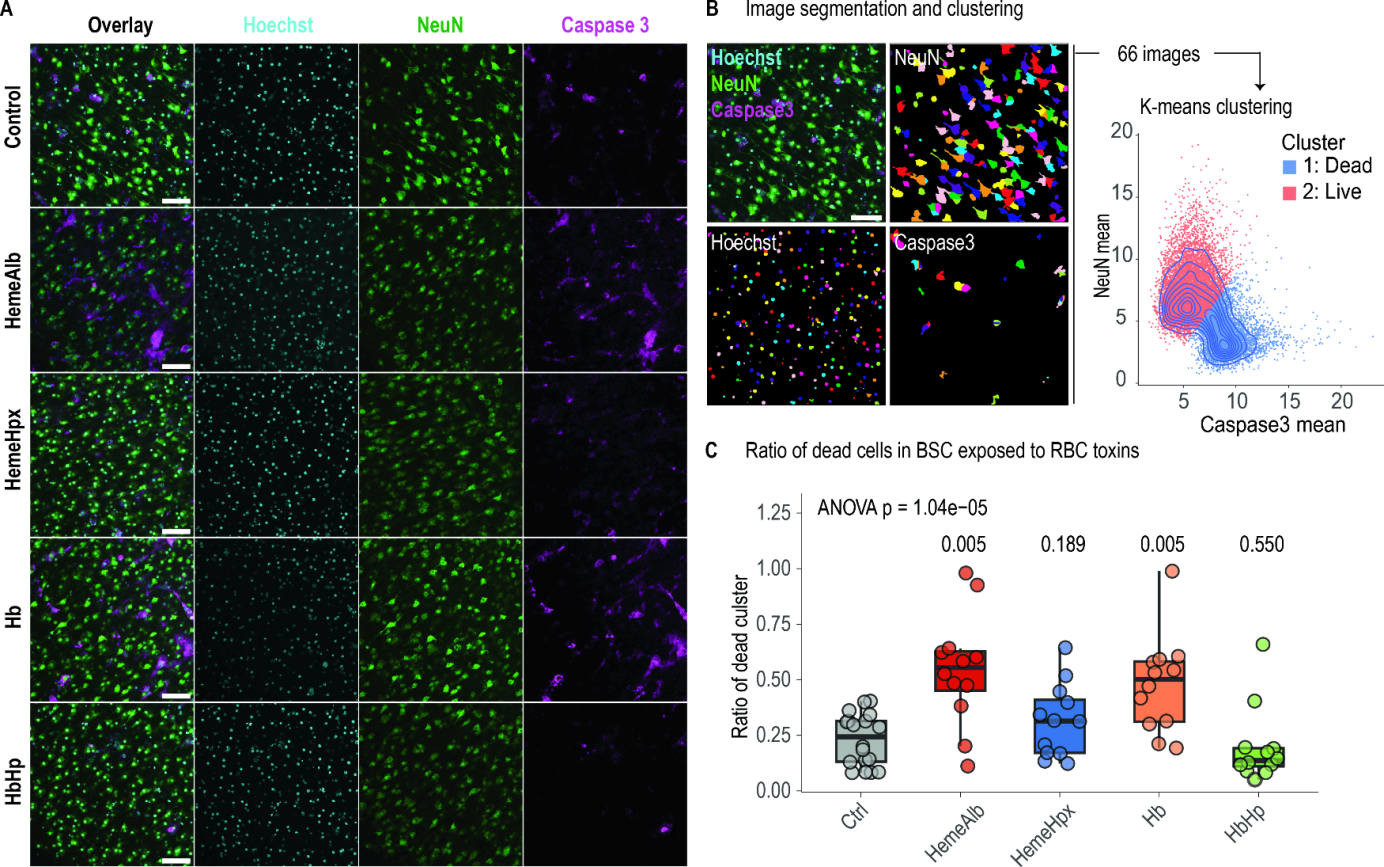
Scavenger proteins prevent toxin-induced neuronal cell death. (A) Representative confocal micrographs 24 h after exposure to RBC toxins or their scavenger complexes. Overlay and single channels are shown for Hoechst (cyan), NeuN (green), and cleaved Caspase-3 (magenta); scale bars = 50 μm. (B) Pseudocytometric quantification pipeline: single-cell segmentation of NeuN and Caspase-3 fluorescence, followed by *k*-means clustering (*k* = 2), separates Casp3^high^/NeuN^low^ dead neurons (blue) from Casp3^low^/NeuN^high^ viable neurons (red). (C) Fraction of apoptotic neurons. Box plots display median, IQR, and individual slice values (*n* = 13–18). One-way ANOVA with Tukey post-test of each treatment vs Ctrl. Free heme-albumin and Hb significantly increased apoptosis, while Hpx- and Hp-complexed toxins did not. Neuronal death, therefore, scales with oxidative load from free toxins and is mitigated when their cognate scavenger proteins sequester Hb or heme.

At baseline, 22.9 ± 12% of neurons fell into the apoptotic cluster (Figure [Fig fig3]C). Exposure to free toxins nearly doubled this fraction: heme-albumin increased apoptosis to 54.3 ± 25% (*p* = 0.005 vs control; *n* = 15) and free hemoglobin to 48 ± 22% (*p* = 0.005; *n* = 18). In marked contrast, scavenger complexes did not elevate cell death. Heme-Hpx maintained apoptosis at 31.4 ± 16% (n.s. vs control; *n* = 13), while HbHp reduced the index to 19.7 ± 17% (n.s. vs control; *n* = 17) and was significantly lower than free Hb (*p* < 0.01).

Representative confocal microscopy images corroborated these quantitative findings with robust Caspase-3 staining and shrunken nuclei in heme-albumin- and Hb-treated slices, whereas Hp- and Hpx-protected slices preserved neuronal morphology (Figure [Fig fig3]A). Thus, neuronal loss scales with iron burden and lipid peroxidation, while both scavenger proteins interrupt this cascade, with Hpx acting through toxin neutralization and Hp providing an additional adaptive component that may even repress baseline cell death.

### Transcriptomic Signatures Distinguish Oxidative Stress from Adaptive Reprogramming

Bulk RNA-seq was performed after exposure to Hb or HbHp and heme–albumin or hemeHpx, all at 200 μM. 

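Brain slice cultures were exposed for 24 h to 200 μM heme-albumin, 200 μM hemeHpx or vehicle, and their mRNA was sequenced as bulk TruSeq libraries. Each of the 3 groups held 10 libraries, and all 30 came from 1 sequencing batch, called batch 1 here. The deposited titles of the hemeHpx libraries name haptoglobin as the partner of heme, whereas their treatment tags, their library names and the paper give hemopexin, which was followed here. For every library the authors deposited the number of reads they counted on each Ensembl gene, as whole counts without normalization. The paper's text names the sequencers and the library kit, but not the aligner, the counting tool or the genome build. The total count per library ran from 11038484 to 29576977 in the controls, with a median of 16404294. It ran from 13421393 to 28939450 for heme-albumin (median 20415944) and from 15244938 to 44199060 for hemeHpx (median 25519549). Genes were kept by edgeR's filterByExpr with its smallest count of 10, which left 15198 genes. Library sizes were scaled by the TMM method, and the 3 groups were fitted together in edgeR's quasi-likelihood model with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.05. The paper reports DESeq2 with apeglm shrinkage, whereas the log2 fold changes given here are not shrunken. Levels are given as edgeR's CPM values, the counts divided by the TMM-scaled library size. On simulated counts with 200 changed genes, drawn from the means and library sizes of the heme-albumin and control libraries, the model called 65.7% of genes changed by 0.5 on the log2 scale and 91.0% of genes changed by 1. The letter M or W in the library names matched the summed level of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which was at least 164 CPM in each M library and at most 0.0837 CPM in each W library. Gene positions are those of GRCm38 with the GENCODE M21 annotation, which may differ from the build the authors used.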

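For free Hb and HbHp at 200 μM, libraries were made after 24 h and 48 h, and these 55 libraries form a separate set from batches 2 and 3. At 24 h there were 10 control, 10 Hb and 8 HbHp libraries, and at 48 h there were 9, 10 and 8. The gene lists of this set and of batch 1 share 25472 identifiers. Median total counts were 45434495 in the 24 h controls, 45660512 for Hb and 29560038 for HbHp. At 48 h the medians were 46163050, 46324186 and 29475298. Single libraries ranged from 27567373 to 51447782 in the 24 h controls, from 24712931 to 51586623 for Hb and from 24695240 to 32211321 for HbHp. The 48 h ranges were 26537187 to 47468700, 25286095 to 50785394 and 25379899 to 32416072. The library names also separate 2 rounds of slice cultures, called experiments E1 and E2 here. All HbHp libraries, 8 at each time, belong to batch 3 and to experiment E2. Of the 10 controls at 24 h, 6 belong to batch 2 of E1, 2 to batch 2 of E2, 1 to batch 3 of E1 and 1 to batch 3 of E2. The 24 h Hb libraries lie 6 in batch 2 of E1, 2 in batch 2 of E2 and 2 in batch 3 of E1. At 48 h, 1 control and 1 Hb library are from batch 3 of E2. The 6 groups were fitted together over 16221 genes with the batch as a term in the model, and the paper names no covariate. With the experiment added as a further term, 9984 of these genes (61.5%) differed between E2 and E1, against 1217 genes (7.50%) between batch 3 and batch 2 in the model without that term. Values with the experiment term are therefore given beside some of the HbHp results. In the simulated counts, 79.1% of genes changed by 1 on the log2 scale were called for HbHp against control at 48 h, and 82.1% for Hb.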

Differential expression, pathway enrichment, and the two composite gene-set scores that feed the downstream multivariate analysis are summarized in Figures [Fig fig4]–[Fig fig6].

**4 fig4:**
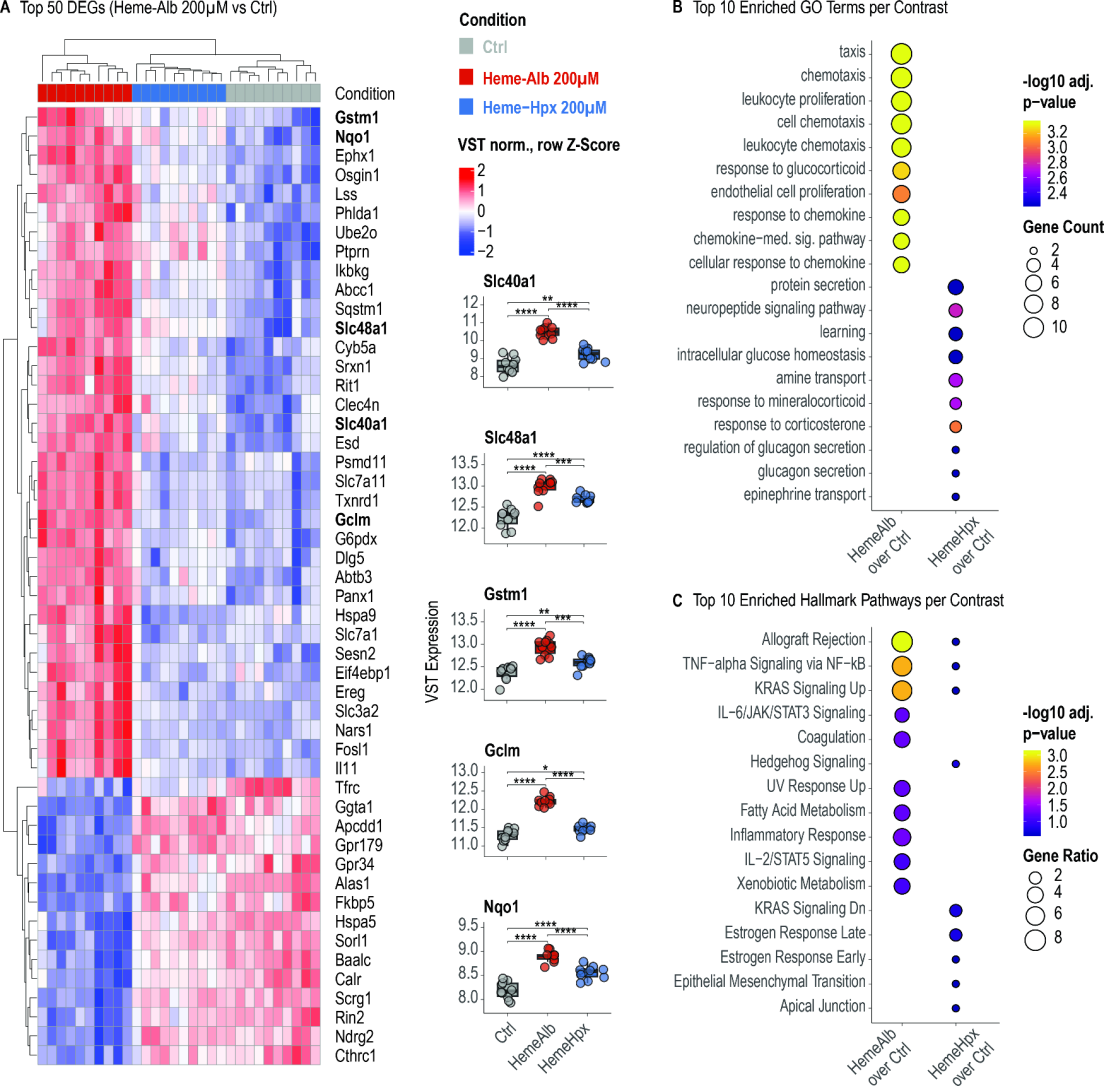
Heme–hemopexin attenuates transcriptional stress responses induced by heme–albumin. (A) Heatmap displaying top 50 DEGs following 24-h exposure to 200 μM heme–albumin, hemeHpx, or vehicle control (contrast: heme-albumin vs control). Key oxidative stress response genes (e.g., *Nqo1*, *Gclm*, *Gstm1*) and heme–iron transporters (*Slc48a1*, *Slc40a1*) were strongly upregulated by heme–albumin, whereas simultaneous hemeHpx exposure prevented this response. (B) GO enrichment analysis of DEGs following heme-albumin and hemeHpx exposure. Heme–albumin enriched oxidative stress and neuroinflammatory pathways, while Hpx shifted enrichment toward neuroendocrine and metabolic GO terms. (C) Enrichment of Hallmark gene sets. Lipid peroxidation-related and redox stress pathways were enriched in response to heme–albumin, whereas Hpx mitigated this response and promoted transcriptional profiles associated with cellular adaptation.

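Nqo1 (ENSMUSG00000003849) lies on chromosome 8 from 107388225 to 107403206 on the minus strand, and its level was 10.8 ± 1.73 CPM (SD, n = 10) in controls, 19.7 ± 1.86 CPM (n = 10) with heme-albumin and 14.8 ± 1.72 CPM (n = 10) with hemeHpx. Its log2 fold change with heme-albumin was 0.85 (standard error 0.083, adjusted p = 1.83e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gclm (ENSMUSG00000028124, chromosome 3, 122245557 to 122270732, plus strand) rose from 119 ± 13.3 CPM to 229 ± 21.1 CPM and stood at 134.1 ± 9.64 CPM with hemeHpx (SD, n = 10 each). The heme-albumin change of Gclm was 0.95 (standard error 0.061, adjusted p = 4.41e-12 from the same test). Gclm overlaps the annotated genes Gm17494 and Gm6061, 1 of them on its own strand, so its counts could include or lose reads shared with them. Gstm1 (ENSMUSG00000058135, chromosome 3, 108012255 to 108017973, minus strand) went from 254 ± 28.3 CPM to 380.1 ± 46.8 CPM, a log2 fold change of 0.58 (standard error 0.072, adjusted p = 1.33e-06 from the same test), and was at 296 ± 25.4 CPM with hemeHpx. Gstm1 belongs to a family of similar genes whose reads the authors' counting could have split. Slc48a1 (ENSMUSG00000081534, chromosome 15, 97778520 to 97792692, plus strand) encodes a heme transporter and overlaps Hdac7 on the other strand. It measured 234 ± 36.1 CPM in controls, 394 ± 48.3 CPM with heme-albumin and 316 ± 22.7 CPM with hemeHpx. Slc40a1 (ENSMUSG00000025993, chromosome 1, 45908068 to 45926523, minus strand), the iron exporter ferroportin, measured 16.4 ± 6.32 CPM, 66.9 ± 15.4 CPM and 26.3 ± 7.21 CPM. With heme-albumin, the log2 fold change of Slc48a1 was 0.75 (standard error 0.080, adjusted p = 9.88e-08) and that of Slc40a1 2.03 (standard error 0.19, adjusted p = 5.80e-09), both from the same test. Between hemeHpx and control, the log2 fold changes were smaller: 0.45 for Nqo1 (adjusted p = 0.00698), 0.22 for Gstm1 (adjusted p = 0.0472), 0.44 for Slc48a1 (adjusted p = 0.00698) and 0.69 for Slc40a1 (adjusted p = 0.0295) from the same test. Gclm did not pass the threshold there (0.18, adjusted p = 0.0549). Under DESeq2, Gclm did pass it (adjusted p = 0.0357), and without a filter on low counts Gstm1 did not (adjusted p = 0.0656). In a fit of the same test that corrects each library for GC content and transcript length, chosen after seeing the data, Gclm rose by 0.33 with hemeHpx (adjusted p = 3.36e-06) and Gstm1 by 0.16 (adjusted p = 0.170).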

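The GO terms of the figure were not used here. In their place, Reactome sets of 10 to 300 tested genes were compared with all other genes by limma's camera with a preset correlation of 0.01, which gave 866 sets. With heme-albumin, 248 sets differed from control at a Benjamini-Hochberg adjusted p under 0.05, 184 higher and 64 lower. Of these, 171 also passed limma's fry test, and 0 passed camera with a correlation estimated from the data, while 328 passed the preset camera at an unadjusted p under 0.05. Glutathione conjugation was among the higher sets, with a median log2 fold change of 0.11 over 24 genes, 15 of them higher (adjusted p = 1.23e-05 from camera, 3.20e-05 from fry). The set with the lowest camera p was Regulation of ornithine decarboxylase, a set of 48 genes that largely encode the proteasome, with a median of 0.16. Trafficking and processing of endosomal TLR, a set of 12 genes, was lower, with a median of -0.43. For hemeHpx against control, 184 sets differed, 23 higher and 161 lower, and 2 of them also passed fry. Among the 23 higher sets, Acetylcholine Neurotransmitter Release Cycle had a median of 0.44, with 14 of 16 genes higher (adjusted p = 0.000340 from camera, 0.0575 from fry). Neuronal System (228 genes, median 0.11), Potassium Channels (82 genes, median 0.16) and Peptide ligand-binding receptors (90 genes, median 0.16) were higher by camera as well. Mitotic Prometaphase, with 98 genes and a median of -0.28, was lower by camera and not by fry (adjusted p = 0.0938). The hemeHpx comparison moves with the GC content of the genes, and with the correction for it 222 sets differed, 34 higher and 188 lower.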

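Hallmark sets were not used here, and hand-written gene lists took their place, tested with camera and adjusted over the lists of each comparison. With heme-albumin, 27 of the 30 NRF2 targets were higher, with a median log2 fold change of 0.58 (camera adjusted p = 1.27e-66, fry adjusted p = 4.74e-21). Of them, 27 passed the threshold over all genes and 28 when adjusted over the list alone. The glutathione list had 12 of 16 genes higher (median 0.29), with 11 past the threshold over all genes and 13 when adjusted over the list alone. All 16 genes of cholesterol synthesis were higher (median 0.25, camera adjusted p = 2.05e-10), as were all 21 tested ATF4 targets, with a median of 0.49. Of the heme and iron handling list, 11 of 20 genes were higher, with a median of 0.022, which became -0.0078 after the correction for GC content and length. With hemeHpx, the NRF2 list was higher in 25 of 30 genes with a median of 0.22 (camera adjusted p = 4.36e-10, fry adjusted p = 3.73e-10). Of these genes, 14 passed the threshold over all genes and 20 when adjusted over the list alone. After the correction for GC content and length, 28 of the 30 were higher with a median of 0.21, and 9 passed the threshold. The glutathione list under hemeHpx had a median of 0.17 and 13 of 16 genes higher, with 3 past the threshold over all genes and 5 when adjusted over the list alone. Cholesterol synthesis did not differ under hemeHpx (median -0.019, camera adjusted p = 0.556), and neither did the ATF4 targets (median 0.11, camera adjusted p = 0.478).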

**5 fig5:**
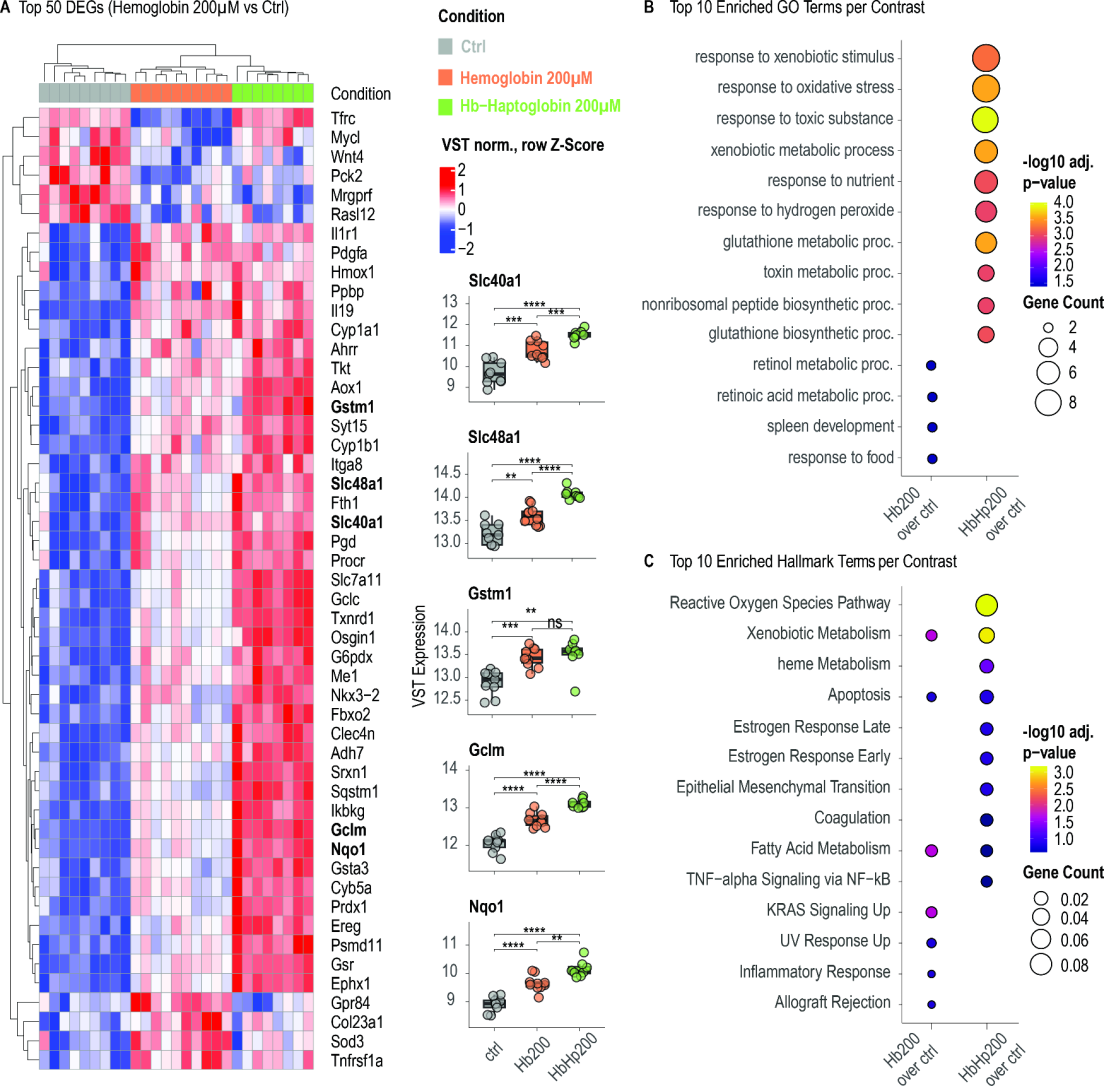
Haptoglobin amplifies oxidative stress transcriptional programs while suppressing neuroinflammatory signaling induced by cell-free hemoglobin. (A) Heatmap showing the top 50 DEGs following 48-h exposure to 200 μM Hb, HbHp complexes, or vehicle control (contrast: Hb vs control). Both conditions induced canonical oxidative stress response genes (*Nqo1*, *Gclm*, *Gstm1*) and heme–iron transporters (*Slc48a1*, *Slc40a1*), with a more pronounced response in the HbHp condition. (B) GO term enrichment analysis based on DEGs. HbHp elicited a pronounced transcriptional response, with strong enrichment across oxidative stress-related pathways. (C) Hallmark gene set enrichment analysis confirmed activation of oxidative stress and lipid peroxidation programs in both conditions.

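In the 48 h libraries, Nqo1 stood at 10.6 ± 2.33 CPM in controls (SD, n = 9), 19.4 ± 4.31 CPM with Hb (n = 10) and 28.6 ± 6.80 CPM with HbHp (n = 8). The log2 fold change against control was 0.87 for Hb (standard error 0.13, adjusted p = 4.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.58 for HbHp (standard error 0.17, adjusted p = 2.68e-09 from the same test). Gclm, which overlaps 2 other annotated genes, measured 114 ± 17.9, 176 ± 24.4 and 238 ± 20.3 CPM in the same order. It rose by 0.62 with Hb (standard error 0.075, adjusted p = 2.14e-07) and by 1.27 with HbHp (standard error 0.095, adjusted p = 2.59e-14) in the same test. The level of Gstm1 was 205 ± 36.9 CPM in controls, 300.4 ± 42.7 CPM with Hb and 318 ± 64.2 CPM with HbHp, or log2 fold changes of 0.55 (adjusted p = 0.00374) and 0.74 (adjusted p = 0.000296) from the same test. HbHp replicate 1 had the lowest Gstm1 level of its group, 7.46 on the log2 CPM scale against 8.24 for the next library. For Slc48a1, which overlaps Hdac7, the levels were 256 ± 43.4, 337 ± 49.7 and 466 ± 37.1 CPM, and the log2 fold changes 0.40 (adjusted p = 0.00414) and 0.74 (adjusted p = 1.06e-06). Slc40a1 measured 21.0 ± 9.22, 45.9 ± 15.5 and 77.3 ± 12.8 CPM, or log2 fold changes of 1.13 (adjusted p = 0.000584) and 1.81 (adjusted p = 8.08e-07). All 5 genes were higher under both conditions. Tested directly between HbHp and Hb with the same test, Gclm (0.65, adjusted p = 3.60e-05), Nqo1 (0.71, adjusted p = 0.00818) and Slc48a1 (0.34, adjusted p = 0.0327) were higher with HbHp. Neither Slc40a1 (0.68, adjusted p = 0.0673) nor Gstm1 (0.19, adjusted p = 0.398) passed the threshold between the 2 conditions, although Slc40a1 did under DESeq2 (adjusted p = 0.0442). With the experiment as an added term, the Slc48a1 difference was 0.18 and did not pass it (adjusted p = 0.239).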

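At 48 h, HbHp changed 2573 genes against control, 1192 of them raised and 1381 lowered (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these genes, 785 changed by at least 1.5-fold, 195 raised and 590 lowered. Free Hb changed 37 genes, 33 raised and 4 lowered, 18 of them by at least 1.5-fold. The HbHp count depended on how the batches and experiments were treated. It was 4947 without the batch term, 822 with the experiment as a further term, 548 within experiment E2 alone and 37 within batch 3 alone, where 2 controls remain. Leaving out the batch 3 control replicate 8 gave 1857 genes, and leaving out replicate 9 gave 3389. The genes raised most by HbHp were Il19 (log2 fold change 3.12), Dnmt3l (2.44), Gsta3 (2.29), Clec4n (2.09) and Clec4d (1.99). Dnmt3l overlaps Aire and Gsta3 overlaps Gm28836 in the annotation. The genes lowered most were F2rl2 (-3.83), F2rl1 (-3.72), Car3 (-3.68), Tmc3 (-3.39) and Adamts14 (-3.12). Within experiment E2, a fit chosen after seeing the data, F2rl1, Car3, Tmc3 and Adamts14 were not lowered. All 30 NRF2 targets were higher with HbHp, with a median log2 fold change of 0.68 (camera adjusted p = 8.02e-41, fry adjusted p = 1.92e-16). Of them 25 passed the threshold, both over all genes and when adjusted over the list alone. With the experiment term, the median was 0.71 and 26 passed. The glutathione list had a median of 0.46 with 15 of 16 genes higher, 11 past the threshold over all genes and 12 when adjusted over the list alone.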

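The Hallmark sets of the panel were not used here. Of 882 Reactome sets, 158 differed between Hb and control at 48 h by camera (145 higher, 13 lower), and 15 of them also by fry. Between HbHp and control, 215 sets differed (98 higher, 117 lower), 114 of them also by fry and 90 also with the experiment as an added term. Glutathione conjugation was higher under both conditions, in 23 of 24 genes each. Its median log2 fold change was 0.18 with Hb (camera adjusted p = 1.51e-18, fry adjusted p = 0.00114) and 0.43 with HbHp (camera adjusted p = 2.80e-12, fry adjusted p = 4.74e-09). Detoxification of Reactive Oxygen Species, a set of 23 genes, had medians of 0.088 and 0.27 (fry adjusted p = 0.0454 and 2.72e-05).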

**6 fig6:**
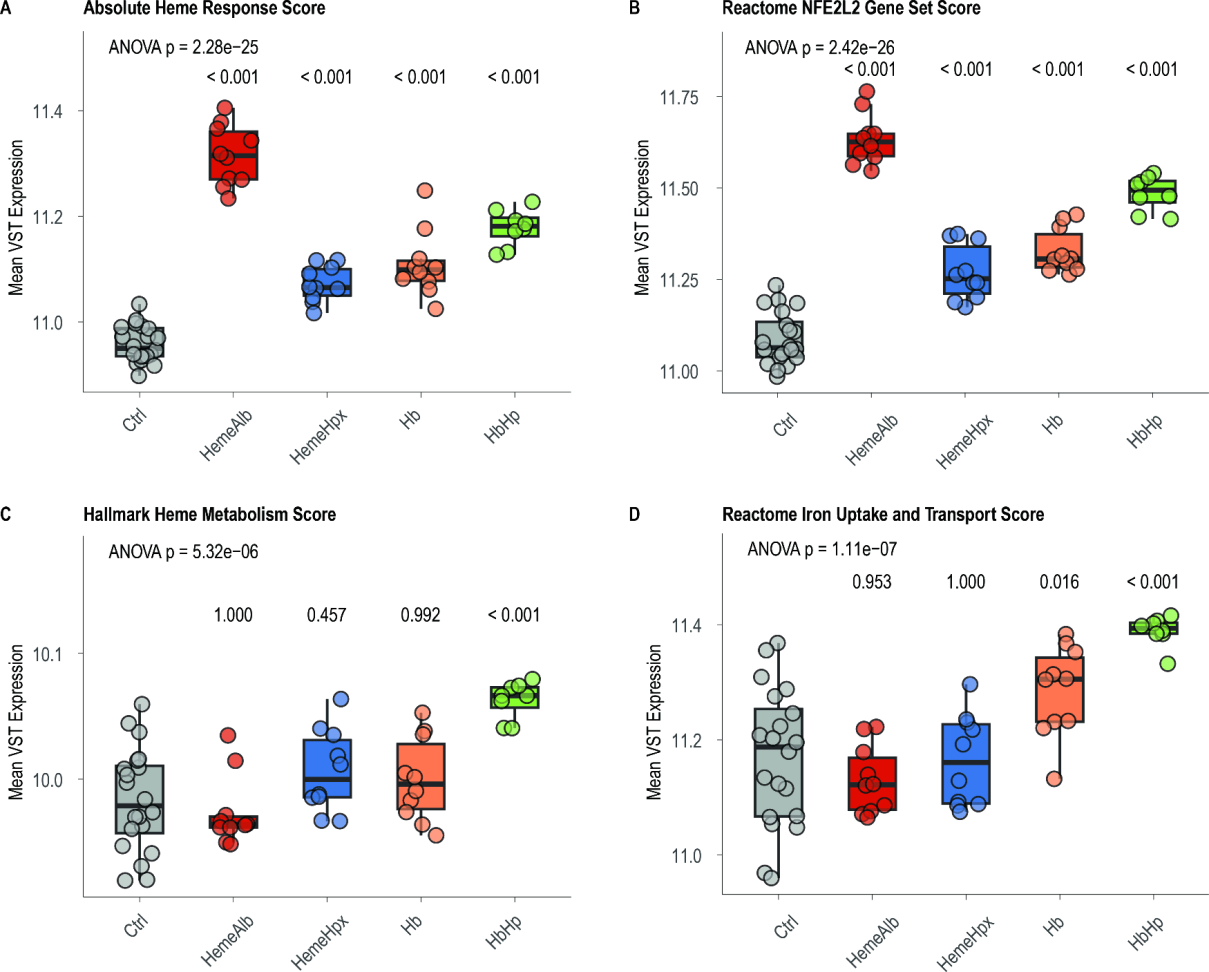
Gene-set scores separate toxic from adaptive transcriptional states. Box plots (median, IQR, individual slices) display variance-stabilized expression averages for four curated gene-set scores across conditions (*n* = 8–19). (A) Absolute heme-stress score, (B) reactome NFE2L2/NRF2 target score, (C) Hallmark heme-metabolism score, and (D) reactome iron-uptake/transport score. One-way ANOVA *p*-values are indicated per panel; pairwise Tukey *p*-values versus control are printed above each group. Free heme-albumin and Hb elevate the heme-stress score, whereas HbHp further boosts NRF2, heme-metabolism, and iron-transport scores, producing an adaptive transcriptional response enhancing cellular resilience. Heme-Hpx remains transcriptionally quiescent, consistent with the chemical sequestration of heme.

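Scores in the manner of the figure were computed for each 24 h library as the mean of DESeq2's blind variance-stabilized values over the genes of a set, on a scale close to log2, from the 25472 genes that both sets of libraries list. The heme-stress score used the 50 genes with the largest log2 fold change with heme-albumin among genes past the threshold. The Reactome NFE2L2 set and the Hallmark heme-metabolism set were not used here. A hand-written list of 30 NRF2 targets stood in for the first, and the Reactome set Metabolism of porphyrins, with all of its 17 identifiers matched, for the second. For Reactome Iron uptake and transport, 44 of 45 identifiers were matched. The iron and porphyrin sets share 2 genes, and 8 of the 50 heme-stress genes are also NRF2 targets. The libraries were 20 controls, 10 from batch 1 and 10 from batches 2 and 3, with 10 each of heme-albumin, hemeHpx and Hb, and 8 of HbHp. The legend's number of samples per group ends at 19, and the paper's text does not say which control was left out. Groups were compared by two-sided permutation tests with 100000 resamples, exact where a group held fewer than 10 libraries, with Benjamini-Hochberg adjustment over the 32 comparisons.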

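For HbHp, the NRF2 list score was 12.30 ± 0.034 (SD, n = 8) against 11.79 ± 0.061 in the 20 controls, a difference of 0.52 (exact permutation test, two-sided, p = 3.22e-07, adjusted p = 1.03e-05), and all 8 libraries lay above every control. The porphyrin score was 10.53 ± 0.062 against 10.24 ± 0.11, a difference of 0.29 (exact permutation test, p = 9.65e-07), with 6 of 8 libraries above every control. The iron score was 11.49 ± 0.026 against 11.26 ± 0.14, a difference of 0.23 (exact permutation test, p = 0.000157), with 6 of 8 libraries above every control. All HbHp libraries come from experiment E2, and against the 3 controls of E2 the differences were 0.50 for the NRF2 score (exact permutation test, p = 0.00606), 0.16 for the porphyrin score (p = 0.0182) and 0.050 for the iron score (p = 0.0364). Against the 2 controls of batch 3, the iron difference was 0.074 (exact permutation test, p = 0.0667) and the porphyrin difference 0.13 (p = 0.0889). The smallest p that 8 libraries against 2 allow is 0.0222.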

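For hemeHpx against control at 24 h, 1600 genes changed, 697 raised and 903 lowered (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A change of at least 1.5-fold was seen in 171 of them, 144 raised and 27 lowered. Over the 1600, the raised genes had a median GC content of 56.3% and the lowered genes of 42.7%. For each library, the trend with GC content was taken as its median log2 level over the GC-richest genes minus that over the GC-poorest, both relative to the mean of the 30 libraries. It averaged 0.17 ± 0.11 (SD, n = 10) for hemeHpx, -0.011 ± 0.21 (n = 10) for heme-albumin and -0.16 ± 0.31 (n = 10) for control, and hemeHpx exceeded control by 0.33 (permutation test, two-sided, p = 0.00558). In a fit chosen after seeing the data that corrects each library for GC content and transcript length, 164 genes changed, 88 raised and 76 lowered, and 3553 had an unadjusted p under 0.05. Of the 164, 133 were also among the 1600, all in the same direction.

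**Figure D1:**
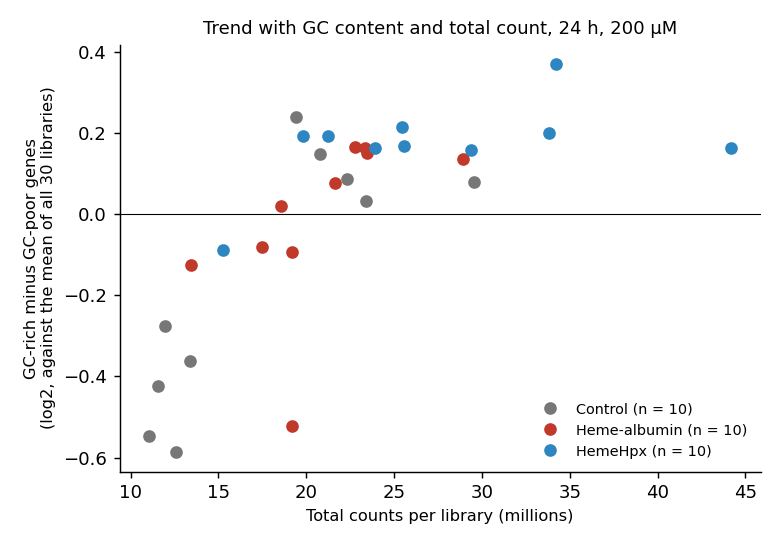
Trend with GC content (GC-rich minus GC-poor genes, log2, y axis) against the total count (x axis) for each of the 10 control, 10 heme-albumin and 10 hemeHpx libraries of 24 h, 1 point per library. The control libraries spread from -0.59 to 0.24, the hemeHpx libraries from -0.089 to 0.37, and the 5 controls with the lowest trend are those with the lowest total counts of their group.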

#### Responses to Heme-Albumin and HemeHpx

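Between heme-albumin and control libraries, 2004 genes differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1005 raised and 999 lowered. Of them, 436 differed by at least 1.5-fold, 118 raised and 318 lowered. The count of 2004 became 1685 without a filter on low counts and 2434 with the correction for GC content and length. The genes raised most were Il19 (log2 fold change 2.37, standard error 0.45, adjusted p = 0.000623), Adh7 (2.07, standard error 0.30, adjusted p = 1.58e-05), Cxcl2 (2.06, standard error 0.41, adjusted p = 0.00100) and Il11 (2.04, standard error 0.22, adjusted p = 1.10e-07), besides the iron exporter gene given above. Adh7 overlaps the antisense gene 0610031O16Rik, and the counting is not stated to use strand. Of 19 tested genes of an inflammatory activation list, 12 were higher and 9 passed the threshold, with a median of 0.18, and the list as a whole did not differ from other genes (camera adjusted p = 0.142). The genes lowered most were Gpr34 (-2.10), Ccl12 (-1.76), Clec12a (-1.50), Ms4a6b (-1.47) and Ccl4 (-1.44). Gpr34 overlaps Cask, and Ms4a6b overlaps Gm19261. Of 15 tested microglia genes, 1 was higher and 10 passed the threshold, with a median of -0.80. That list was lower by camera (adjusted p = 2.97e-09) and by fry (adjusted p = 0.000954), but not with a correlation estimated from the data (adjusted p = 0.0725).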

After 24 h of exposure, heme-albumin induced a neuroinflammatory oxidative stress signature consistent with a lipid peroxidation-triggered insult. Among the top 50 differentially expressed genes (DGEs), key transcriptome changes are reflected by induced expression of oxidative stress response (e.g., *Nqo1*, *Gclm*, *Gstm1*) and heme-iron transport (*Slc48a1*, *Slc40a1*) genes (Figure [Fig fig4]A). 

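All 5 of these genes were among the 50 genes with the smallest p-value for heme-albumin against control. Gclm had rank 1 of 15198, Slc40a1 rank 13, Nqo1 rank 15, Slc48a1 rank 23 and Gstm1 rank 48. Ordered by log2 fold change instead, Slc40a1 had rank 5, Gclm rank 33 and Nqo1 rank 47 among raised genes, while Slc48a1 (rank 72) and Gstm1 (rank 121) fell outside the first 50. Other raised genes of glutathione and redox metabolism among the 50 with the largest fold change were Slc7a11 (1.54), Chac1 (1.38), Osgin1 (1.37) and Srxn1 (1.25), with Hmox1 at 1.33 (rank 19). The paper proposes, from the induction of redox and heme-iron transport genes within an inflammatory profile, an insult that lipid peroxidation triggers. It also measured lipid peroxidation directly, and reports more malondialdehyde with heme-albumin than in controls.

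**Figure D2:**
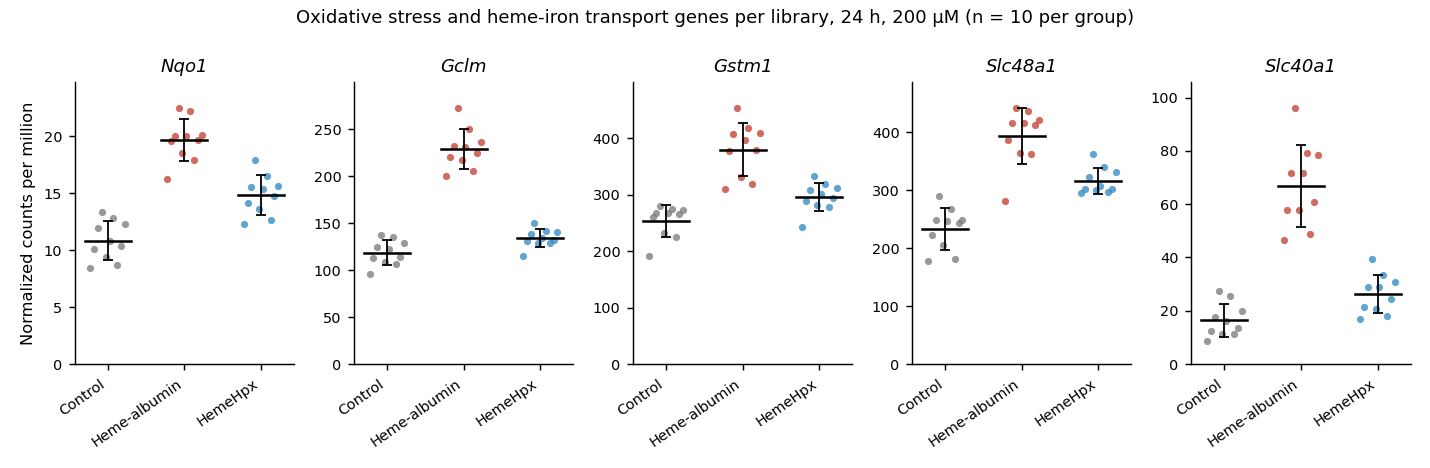
Levels (CPM) of Nqo1, Gclm, Gstm1, Slc48a1 and Slc40a1 in each of the 10 control, 10 heme-albumin and 10 hemeHpx libraries of 24 h, with group means and SD. In each of the 5 genes the mean of hemeHpx lies between those of control and heme-albumin.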

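Compared directly with heme-albumin, hemeHpx differed in 4317 genes, 2117 higher and 2200 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). Of them, 846 differed by at least 1.5-fold, 748 higher and 98 lower. Of the 2004 genes that heme-albumin changed against control, 1231 were called in this comparison, 0 of them in the direction of the heme-albumin change. Because both comparisons share the heme-albumin libraries, unchanged groups would also give opposite signs. The correlation of log2 fold changes across genes was -0.66, against a median of -0.50 in 20 simulations without any effect, and genes are not independent replicates. Lower with hemeHpx were Adh7 (-1.83), Areg (-1.81), Il11 (-1.59) and Ereg (-1.55). Higher were Gdf10 (2.20), Oxt (2.16), Plin4 (1.98), Gpr34 (1.79) and Ccl4 (1.77). Ereg overlaps Gm19610, and Plin4 overlaps Hdgfl2. Against control, hemeHpx raised Oxt (2.90, adjusted p = 0.0383), Trh (1.89, adjusted p = 0.0444) and Cartpt (1.83, adjusted p = 0.0453) in the same test, each a gene for a neuropeptide. Their levels varied widely within the group, with 1.96 ± 2.67 CPM (SD, n = 10) for Oxt, 3.45 ± 3.22 CPM for Trh and 3.01 ± 3.46 CPM for Cartpt. Acod1 had the largest log2 fold change (3.15), which rests on replicate 4 at 29.3 CPM, and without that library it was -0.048. Of 16 neuron genes, 15 were higher with hemeHpx than in control, with a median of 0.54, 4 past the threshold over all genes and 11 when adjusted over the list alone. The neuron list passed camera (adjusted p = 5.42e-05) and fry (adjusted p = 0.0198), but not camera with an estimated correlation (adjusted p = 0.399). Corrected for GC content and length, the neuron median was 0.45.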

Hpx neutralized this response, redirecting enrichment to neuroendocrine Gene Ontology (GO) terms and Hallmark pathways (Figure [Fig fig4]B,C).

#### Responses to Hb and HbHp

Compared to heme-albumin, Hb and HbHp induced temporally delayed transcriptional responses, which were qualitatively identical but more pronounced at 48 h than at 24 h after compound exposure (Figure S1). Therefore, we utilized the 48-h exposure transcriptome for the qualitative characterization presented in Figure [Fig fig5], while the 24-h data were incorporated into the cross-condition synthesis (Figure [Fig fig6]) and the multiparametric bootstrap analysis outlined in Figure [Fig fig7]. 

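After 24 h, Hb changed 19 genes (17 raised, 2 lowered) and HbHp 137 genes (87 raised, 50 lowered) against the controls of the same time (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the experiment as an added term these counts were 31 and 199. All 19 genes that Hb changed at 24 h had the same sign at 48 h, and 15 of them were called at both times. All 137 genes of HbHp had the same sign at 48 h, and 111 were called at both times. Across the 16221 tested genes, the log2 fold changes at 24 h and 48 h correlated with r = 0.32 for Hb and r = 0.59 for HbHp, against medians of -0.0012 and 0.33 in simulations without any effect. The simulations hold no difference between E1 and E2, while all HbHp libraries come from E2. For HbHp they therefore cannot separate a response shared by both times from a difference between the experiments. Genes are not independent replicates. Tested as an interaction of treatment and time, 0 genes differed between 48 h and 24 h for Hb, with 135 at an unadjusted p under 0.05. For HbHp, 6 genes differed, Il11, Areg, Ereg, Il6, Clec4n and Prdx1, each with a larger log2 fold change at 48 h. Prdx1 is the smallest of these changes and was named after its value was seen. Heme-albumin was measured at 24 h only, so its time course was not analysed here.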

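At both times the HbHp libraries come from experiment E2 alone, and the 24 h libraries of all groups could be set against batch 1 of the same time. From the larger response at 48 h, the paper reasons that the 48 h transcriptome serves for describing the Hb and HbHp responses. It states that the 24 h data entered the comparisons across conditions.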

Like heme-albumin, free Hb up-regulated canonical oxidative stress response (e.g., *Nqo1*, *Gclm*, *Gstm1*) and heme-iron transport (*Slc48a1*, *Slc40a1*) genes (Figure [Fig fig5]A), and enriched redox-related GO and Hallmark terms (Figure [Fig fig5]A–C). 

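With free Hb at 48 h, all 30 NRF2 targets were higher than in control, with a median log2 fold change of 0.38 (camera adjusted p = 5.21e-83, fry adjusted p = 2.36e-11). Of them 14 passed the threshold over all genes and 28 when adjusted over the list alone, and 22 passed with the experiment as an added term. The glutathione list had a median of 0.22 and 15 of 16 genes higher, with 3 past the threshold over all genes and 8 when adjusted over the list alone. The heme and iron handling list had 16 of 20 genes higher (median 0.096, camera adjusted p = 1.92e-08, fry adjusted p = 0.000305). By p-value, Gclm had rank 3 of the 16221 tested genes, Nqo1 rank 6, Slc40a1 rank 7, Gstm1 rank 20 and Slc48a1 rank 23. Il19 (2.90), Clec4n (1.15), Slc36a2 (1.13) and Gsta3 (1.00) were the most raised beside Slc40a1. Pi15 (-0.83), Tfrc (-0.74), Epb41l4a (-0.39) and As3mt (-0.30) were the only genes lowered, and Pi15 overlaps Gm28154. All 36 genes called for Hb at 48 h that were also tested in the heme set had the same sign with heme-albumin at 24 h, and 31 of them were called there.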

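Gpr84 (ENSMUSG00000063234, chromosome 15, 103308235 to 103310612, minus strand) encodes a receptor for medium-chain fatty acids, and Tnfrsf1a (ENSMUSG00000030341, chromosome 6, 125349362 to 125362484, plus strand) a receptor for tumor necrosis factor. At 48 h, Gpr84 was at 2.96 ± 1.06 CPM (SD, n = 9) in controls and 5.57 ± 1.80 CPM (n = 10) with Hb. Its log2 fold change was 0.91 (standard error 0.23), with an adjusted p = 0.0888 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnfrsf1a was at 229 ± 17.4 CPM in controls and 255 ± 15.2 CPM with Hb, a log2 fold change of 0.16 (standard error 0.041, adjusted p = 0.0979 from the same test). Neither gene passed the threshold there. Under DESeq2 both did (adjusted p = 0.0269 for Gpr84 and 0.0268 for Tnfrsf1a), as they did with the experiment as an added term (adjusted p = 0.0179 and 0.0203). At 24 h Gpr84 did not differ with Hb (-0.050, standard error 0.23), and Tnfrsf1a was higher by 0.14 (standard error 0.040, adjusted p = 0.423). Gpr84 overlaps Gm49482 on the other strand. Of 15 tested microglia genes, 13 were higher with Hb at 48 h, with a median of 0.053 (camera adjusted p = 0.0716). Of 19 inflammatory activation genes, 13 were higher with a median of 0.15 (camera adjusted p = 0.00129, fry adjusted p = 0.264), 0 passed the threshold over all genes, 2 did when adjusted over the list alone and 3 had an unadjusted p under 0.05.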

The microglia activation markers *Gpr84* and *Tnfrsf1a* rose in parallel, consistent with a neuroinflammatory component. In contrast, HbHp further enhanced the expression of oxidative stress and heme-iron transport genes, as well as related GO and Hallmark gene sets, while suppressing *Gpr84* and *Tnfrsf1a*. This was in striking contrast to the above-described effect of Hpx, which, instead of superinducing, abandoned the heme-induced gene expression.

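With HbHp at 48 h, Gpr84 was at 4.23 ± 1.06 CPM (SD, n = 8) and Tnfrsf1a at 240.7 ± 10.0 CPM (n = 8). Against control, neither differed, with log2 fold changes of 0.50 for Gpr84 (standard error 0.29, adjusted p = 0.247) and 0.025 for Tnfrsf1a (standard error 0.051, adjusted p = 0.778) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between HbHp and Hb, the log2 fold change was -0.41 for Gpr84 (standard error 0.29, adjusted p = 0.399) and -0.13 for Tnfrsf1a (standard error 0.051, adjusted p = 0.101), so neither passed the threshold. With the experiment as an added term, the Gpr84 difference was -0.77 (adjusted p = 0.0874), and within experiment E2 it was -0.95 (adjusted p = 0.233). HbHp and Hb differed in 1002 genes at 48 h, 458 higher and 544 lower with HbHp. That count was 342 with the experiment term and 16 within experiment E2. The genes higher with HbHp included Dlx5 (1.63), Dnmt3l (1.35), Gsta3 (1.29), Shisa2 (1.12) and Prdx1 (1.10). Of the 30 NRF2 targets, 27 were higher with HbHp than with Hb (median 0.19, camera adjusted p = 2.78e-11, fry adjusted p = 5.94e-06), 10 of them past the threshold over all genes and 11 when adjusted over the list alone. The median was 0.29 with the experiment term. For glutathione, 15 of 16 genes were higher (median 0.19), and for heme and iron handling 14 of 20 (median 0.15, camera adjusted p = 0.0369). The inflammatory activation list did not differ between HbHp and Hb (median 0.071, camera adjusted p = 0.905), and with the experiment term its median was -0.12 (camera adjusted p = 0.132).

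**Figure D3:**
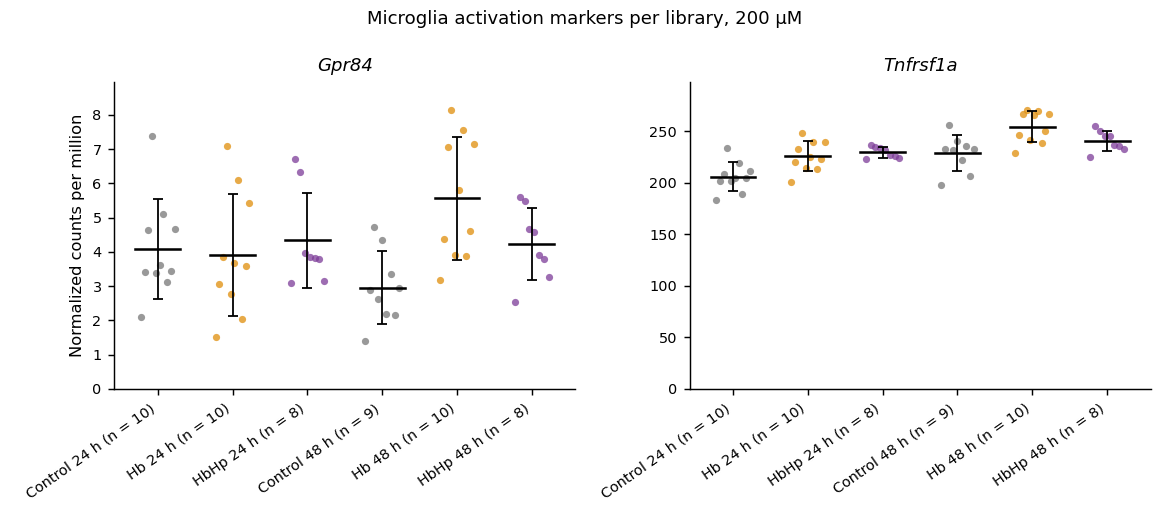
Levels (CPM) of Gpr84 and Tnfrsf1a in each control, Hb and HbHp library at 24 h and 48 h, with group means and SD. At 48 h, no HbHp library lies above the highest Hb library, and the groups overlap in both genes. Within experiment E2, which holds all HbHp libraries, the Hb libraries (at least 7.0 CPM of Gpr84) lie above every HbHp library (at most 5.6 CPM). The controls of E2 are at 4.8 and 4.3 CPM.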

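Against heme-albumin, hemeHpx lowered all 5 of these genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was -0.77 for Gclm (standard error 0.061, adjusted p = 1.71e-09), -1.35 for Slc40a1 (standard error 0.18, adjusted p = 6.69e-06), -0.41 for Nqo1 (standard error 0.081, adjusted p = 0.000851), -0.36 for Gstm1 (standard error 0.072, adjusted p = 0.000813) and -0.32 for Slc48a1 (standard error 0.080, adjusted p = 0.00549). Of the NRF2 targets, 3 of 30 were higher and the median was -0.37, with 22 past the threshold over all genes and 23 when adjusted over the list alone. The 1005 genes that heme-albumin raised had a median log2 fold change of 0.28 with heme-albumin and 0.080 with hemeHpx, both against the same controls. The comparison of HbHp with Hb and that of hemeHpx with heme-albumin come from different batches, and the difference between them was not tested.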

**7 fig7:**
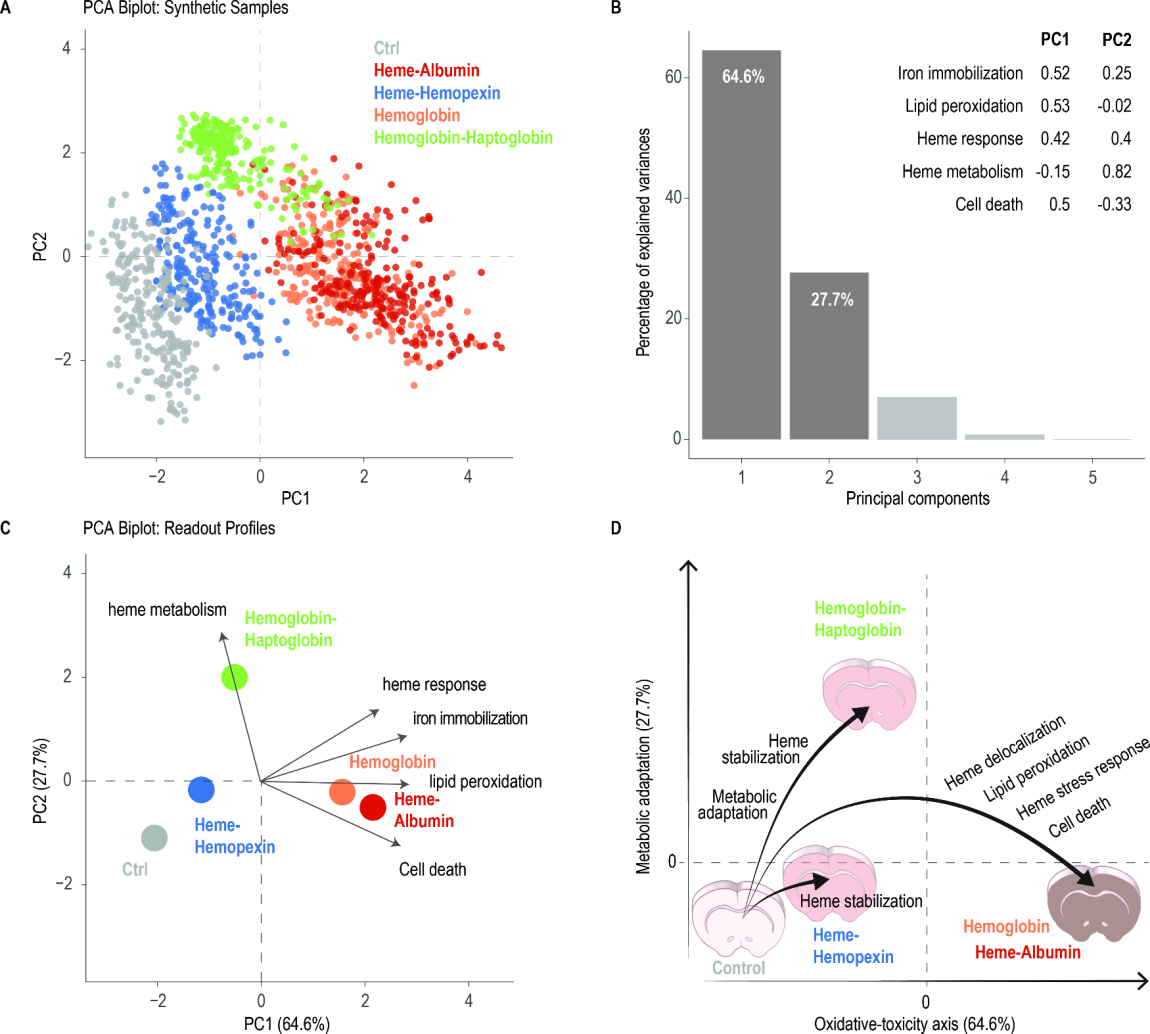
Bootstrap-PCA integrates five destructive read-outs into an oxidative-toxicity versus metabolic-adaptation landscape. (A) Scatter plot of 250 boot-strapped pseudoslices per treatment projected onto PC1 and PC2. (B) Scree plot of variance explained by the first five PCs (bars) with a loading table for the five input variables; PC1 (64.6%) is driven by ^58^Fe, TBARS, and cell death, whereas PC2 (27.7%) is dominated by the heme-metabolism score. (C) Classical biplot displaying the loadings vectors (arrows) and the centroid of each treatment after z-scaling; vectors illustrate how iron immobilization, lipid peroxidation, and cell death coload on PC1 while the adaptive transcript score loads on PC2. (D) Conceptual map translating the PCA axes into biological trajectories: uncontrolled Hb/heme chemistry pushes slices rightward along the oxidative-toxicity axis, whereas sequestration by Hpx or stabilization by Hp diverts the trajectory toward lower damage or active adaptation, respectively. The analysis links iron deposition to lipid peroxidation and neuronal death along PC1 while revealing an orthogonal Hp-triggered adaptive program on PC2.

#### Cross-Condition Synthesis

To compare transcriptional changes across all treatments, we derived a global heme-stress score from the 50 most up-regulated genes in heme-albumin-treated slices. 

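The 50 genes with the largest log2 fold change for heme-albumin began with Il19, Adh7, Cxcl2, Il11 and Slc40a1 and ended with Mgst2 (0.85), Nr4a3 (0.84) and Vgf (0.84). They include genes for secreted signals, such as Areg (1.78), Ereg (1.60), Ptgs2 (1.54), Cxcl10 (1.02), Gdf15 (1.00) and Cxcl1 (0.89). They also include the ATF4 targets Trib3 (1.39) and Chac1. Clec4n (1.75), Fosl1 (1.66) and Sqstm1 (0.95) are members as well. When the genes were chosen on the M libraries of heme-albumin and control and the score was taken in the W libraries alone, heme-albumin exceeded control by 0.71 (exact permutation test with 5 against 5 libraries, p = 0.00794, the smallest p they allow).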

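The heme-stress score was 8.10 ± 0.097 (SD, n = 20) in the 24 h controls and 8.81 ± 0.18 (n = 10) with heme-albumin, a difference of 0.71 (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). All 10 heme-albumin libraries lay above every control. With hemeHpx it was 8.30 ± 0.076 (n = 10), lower than heme-albumin by 0.51 (permutation test, p = 1e-05), with all 10 libraries below every heme-albumin library. HemeHpx also exceeded the 20 controls by 0.19 (permutation test, p = 1e-05). Against the 10 controls of its own batch the difference was 0.25, and each of the 10 libraries lay above all of them. The 10 control scores of batch 1 were 7.96, 8.10, 7.91, 8.05, 8.07, 8.07, 8.11, 8.07, 8.08 and 8.08. Those of batches 2 and 3 were 8.13, 8.16, 8.10, 8.13, 8.11, 8.23, 8.15, 8.41, 8.11 and 8.09. The value 8.41, from replicate 8 in batch 2 of experiment E2, is the highest of the 20. The controls of batches 2 and 3 were higher than those of batch 1 by 0.11, within the range of -0.057 to 0.13 that holds 95% of 10000 random sets of 50 genes. Computed on log2 CPM instead of variance-stabilized values, the difference between heme-albumin and control was 1.13. Since the score genes were chosen on the heme-albumin and control libraries of batch 1, their difference is not independent evidence.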

The score rose sharply with free heme-albumin and dropped significantly when heme was neutralized by Hpx, mirroring the biochemical heme neutralization function of Hpx. Hb and HbHp yielded higher scores, with HbHp exceeding Hb, indicating enhanced transcriptional activation (Figure [Fig fig6]A). 

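Hb gave a heme-stress score of 8.39 ± 0.073 (SD, n = 10), 0.28 above the 20 controls (permutation test, two-sided, p = 1e-05, the smallest the resamples can give), and HbHp gave 8.42 ± 0.072 (n = 8), 0.31 above them (exact permutation test, p = 1.29e-06). Against the 10 controls of batches 2 and 3 the differences were 0.23 for Hb (permutation test, p = 9e-05) and 0.26 for HbHp (exact permutation test, p = 0.000160). At 24 h, HbHp and Hb differed by 0.027 (exact permutation test, p = 0.443, adjusted p = 0.489), which is less than the spread within either group. On log2 CPM the difference had the other sign (-0.048), and within experiment E2 it was 0.059 with 2 Hb libraries (exact permutation test, p = 0.333). In the 48 h libraries, HbHp exceeded Hb by 0.18 (exact permutation test, p = 2.29e-05), and all 8 HbHp libraries lay above every Hb library. Against heme-albumin, the scores were lower by 0.42 with Hb (permutation test, p = 1e-05) and by 0.40 with HbHp (exact permutation test, p = 0.000137).

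**Figure D4:**
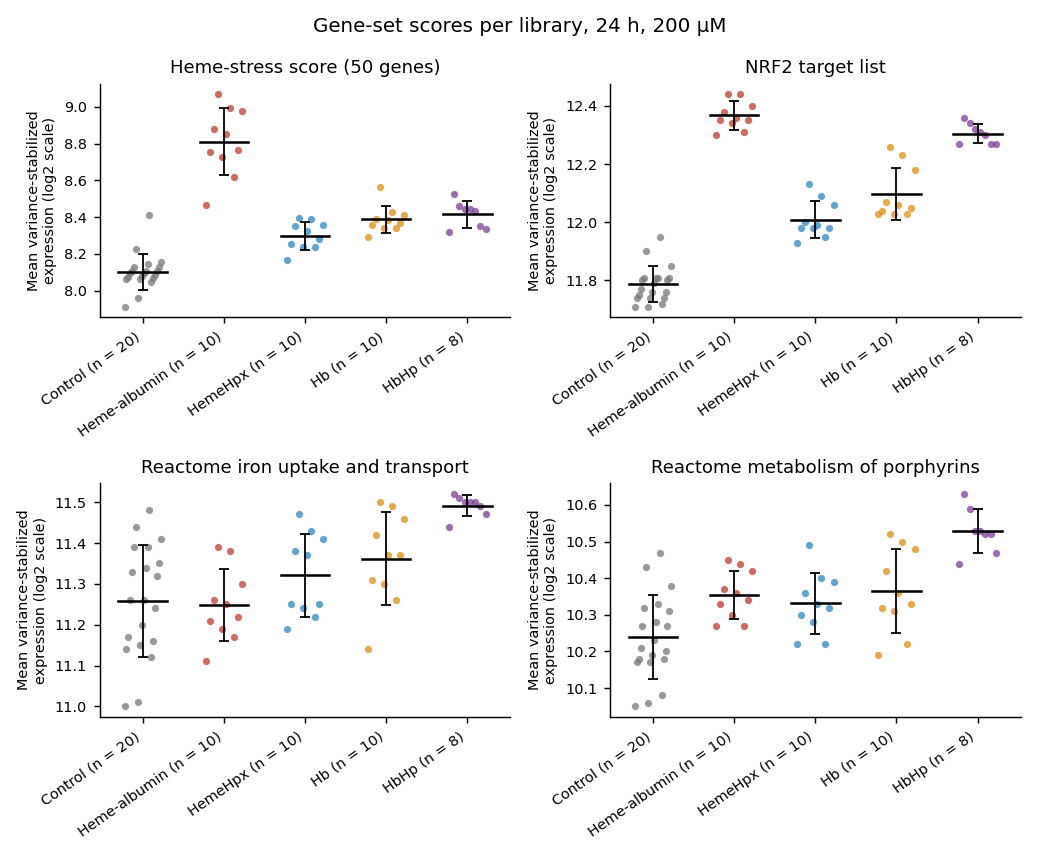
Heme-stress, NRF2 list, porphyrin and iron scores (mean variance-stabilized expression) of each 24 h library in the 5 groups, with group means and SD. In the panel of the heme-stress score the mean of heme-albumin lies highest, and the libraries of Hb and HbHp overlap. The lowest heme-albumin library (8.47) lies below the highest of Hb (8.56) and of HbHp (8.53).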

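On the NRF2 target list, heme-albumin scored 12.37 ± 0.047 (SD, n = 10), hemeHpx 12.01 ± 0.064 (n = 10) and Hb 12.10 ± 0.091 (n = 10), while HbHp stood at 12.30 as given above. Heme-albumin exceeded control by 0.58, Hb by 0.31 and hemeHpx by 0.22 (permutation test, two-sided, p = 1e-05 each, the smallest the resamples can give). Every heme-albumin and Hb library and 9 of 10 hemeHpx libraries lay above all 20 controls. HbHp was lower than heme-albumin by 0.064 (exact permutation test, p = 0.00594). The 10 control values of batch 1 were 11.71, 11.85, 11.71, 11.81, 11.80, 11.76, 11.80, 11.77, 11.81 and 11.81. In batches 2 and 3 they were 11.74, 11.74, 11.75, 11.72, 11.76, 11.95, 11.79, 11.90, 11.81 and 11.74. Over the 58 libraries, this score and the heme-stress score correlated with Pearson's r = 0.87 (r² = 0.762) and Spearman's rho = 0.90 (permutation p = 1e-05 for both, adjusted p = 3.67e-05 over 22 correlations). Without the 2 libraries farthest from the median, r was 0.88. Within batches, r was 0.96 over the 30 libraries of batch 1, 0.87 over the 16 of batch 2 and 0.84 over the 12 of batch 3. In batch 3, rho was 0.38 (permutation p = 0.230) and r fell to 0.22 without the 2 farthest libraries, so the relation there rests on them. With each group's mean removed, r was 0.50 (permutation p = 0.00012). With the NRF2 targets taken out of the heme-stress genes, r² was 0.638.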

The same effect ranking emerged for the predefined NFE2L2/NRF2 score (Figure [Fig fig6]B), with a significant correlation between the two scores (*r* ^2^ = 0.97, *p* < 0.001, Figure S2A).

To disentangle the injurious from the adaptive components, we overlaid the heme-metabolism scores (Figure [Fig fig6]C) and iron-transport scores (Figure [Fig fig6]D), which again showed a significant correlation with each other (*r* ^2^ = 0.76, *p* < 0.001; Figure S2B). 

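The porphyrin and iron scores correlated over the 58 libraries with r = 0.87 (r² = 0.755) and rho = 0.85 (permutation p = 1e-05 for both, the smallest the resamples can give). Without the 2 farthest libraries, r was 0.85. Within batches, r was 0.84 in batch 1, 0.93 in batch 2 and 0.76 in batch 3 (permutation p = 0.00492, rho = 0.78). Within the 10 control libraries of batch 1 alone it was 0.97, within Hb 0.83 and within HbHp 0.41, so that the relation holds among untreated libraries too. With each group's mean removed, r² was 0.735.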

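For heme-albumin, the iron score was 11.25 ± 0.090 (SD, n = 10), which differed from the 20 controls by -0.012 (permutation test, two-sided, p = 0.813), and for Hb it was 11.36 ± 0.11 (n = 10), a difference of 0.10 (permutation test, p = 0.0542). The porphyrin score was 10.36 ± 0.066 with heme-albumin, 0.12 above control (permutation test, p = 0.00649, adjusted p = 0.00944). With Hb it was 10.36 ± 0.12, also 0.12 above control (permutation test, p = 0.00940, adjusted p = 0.0131). Gene by gene, 9 of the 16 tested porphyrin genes were higher with heme-albumin (camera adjusted p = 0.0805, fry adjusted p = 0.0227). Against the controls of batches 2 and 3 alone, the porphyrin difference of Hb was 0.092 (permutation test, p = 0.0830). In batch 3, where 2 Hb and 2 control libraries remain, the difference was -0.11, and this design cannot reach a p under 0.333. The iron scores of the batch 1 controls were 11.01, 11.41, 11, 11.15, 11.32, 11.26, 11.39, 11.14, 11.17 and 11.16, and those of batches 2 and 3 were 11.26, 11.24, 11.20, 11.12, 11.33, 11.34, 11.39, 11.44, 11.35 and 11.48. Their porphyrin scores were 10.06, 10.43, 10.05, 10.20, 10.27, 10.23, 10.31, 10.17, 10.17 and 10.18 in batch 1, and 10.18, 10.21, 10.19, 10.08, 10.32, 10.27, 10.28, 10.38, 10.33 and 10.47 in batches 2 and 3.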

Free heme-albumin and Hb elevated the heme stress score without engaging metabolism. In contrast, HbHp further amplified all four scores while minimizing biochemical injury, representing protective metabolic reprogramming. This pattern suggests that intact HbHp complexes reach the cytosol and trigger an Nrf2-driven detoxification program, in contrast to the membrane-damage signaling that is induced by free heme-albumin and suppressed by Hpx.

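Between HbHp and Hb at 24 h, the NRF2 list score differed by 0.21 (exact permutation test, two-sided, p = 0.000160), the iron score by 0.13 (p = 0.00453) and the porphyrin score by 0.17 (p = 0.00242), and all 8 HbHp libraries lay above every Hb library on the NRF2 list. Within experiment E2, with 2 Hb libraries, these differences were 0.20 for the NRF2 list (exact permutation test, p = 0.0222), 0.014 for iron (p = 0.533) and 0.030 for porphyrins (p = 0.578). In the fit with the experiment term, camera called the iron set as lower with HbHp than with Hb (adjusted p = 0.0330). The porphyrin set did not differ there (camera adjusted p = 0.507). Against heme-albumin, which was sequenced in another batch, HbHp was higher by 0.24 in the iron score (exact permutation test, p = 4.57e-05) and by 0.18 in the porphyrin score (exact permutation test, p = 0.000137). Untreated libraries differed the same way. The iron scores of the E2 controls were 11.39, 11.44 and 11.48, and those of the batch 1 controls ran from 11 to 11.41. For porphyrins they were 10.28, 10.38 and 10.47, against 10.05 to 10.43. These 2 differences therefore cannot be credited to the treatment.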

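Prdx1 differed most clearly between HbHp and Hb at 48 h among the genes named here (adjusted p = 1.80e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with mean levels of 571 CPM in controls and 2038 CPM with HbHp. Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589, plus strand) was at 1713 ± 958 CPM (SD, n = 9) in the 48 h controls, 3122 ± 1171 CPM (n = 10) with Hb and 5305 ± 757 CPM (n = 8) with HbHp. Its log2 fold change was 1.44 with HbHp (standard error 0.29, adjusted p = 0.000860) and 0.90 with Hb (standard error 0.23, adjusted p = 0.106) in the same test. With the experiment as an added term, the rise with HbHp was 0.96 (adjusted p = 0.00753). Under DESeq2 the rise with Hb passed the threshold too (adjusted p = 0.0287). At 24 h, Hmox1 was at 3373 ± 707 CPM with heme-albumin and 3984 ± 428 CPM with HbHp, which come from different batches. All 30 NRF2 targets were higher with HbHp at 24 h, with a median log2 fold change of 0.49, against 29 of 30 and a median of 0.32 with Hb. Between HbHp and Hb at that time, 23 of 30 were higher (median 0.17, camera adjusted p = 6.01e-06). The paper draws on the scores of HbHp beside those of free heme-albumin and hemeHpx, and on the low biochemical injury with HbHp. From these it proposes that intact HbHp complexes enter the cytosol and set off detoxification through Nrf2. It contrasts this with the signaling from damaged membranes that free heme-albumin induces. The paper also reads the tissue iron that remained with HbHp as possibly due to uptake of the complexes.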

Hence, two numerical read-outs summarize the transcriptome: heme-stress (unshielded oxidative burden) and heme-metabolism/NRF2 (adaptive detoxification). Together with iron deposition, TBARS, and cell death, they form the five-variable matrix for the bootstrap-PCA in the next section.

### Bootstrap-PCA Integrates Destructive Read-Outs into a Unified Toxicity-Adaptation Map

Because each biochemical, histological, and molecular assay consumes an individual brain slice, no single slice could be phenotyped across all five read-outs simultaneously. We therefore generated 250 bootstrapped pseudoslices per treatment by randomly sampling from the empirical distributions of (i) ^58^Fe immobilization, (ii) MDA, (iii) RNA heme-stress score, (iv) RNA heme-metabolism score, and (v) neuronal cell death index. These synthetic replicates preserve the variance structure of the source data while enabling multivariate analysis.

Principal-component analysis on the bootstrapped matrix (Figure [Fig fig7]A) distilled the data into two biologically coherent axes. In PC1–termed Oxidative-toxicity (64.6% variance), the highest loadings came from lipid peroxidation (0.527), ^58^Fe immobilization (0.517), and cell death (0.503), followed by the heme-stress transcript score (0.423). This axis, therefore, quantifies the sequential damage cascade originating from uncontrolled heme Fenton chemistry. PC2–termed Metabolic-adaptation (27.7% variance) was driven by the heme-metabolism score (0.819). Cell death was negatively loaded (−0.33), indicating that higher adaptive signaling is associated with improved survival.

The PCA biplot revealed four discrete attractor states: (i) Toxic – free Hb and heme-albumin, characterized by maximal iron-lipid deposition, peroxidation, and cell death. (ii) Sequestered – heme-Hpx samples centered near the control, confirming that irreversible heme sequestration largely eliminates both damage and adaptive signaling. (iii) Adaptive – HbHp displaced upward along PC2. Although residual iron loading persisted, the strong Nrf2-centered program shifted slices upward on the adaptation axis and coincided with low apoptosis. (iv) Baseline – control slices clustered at low PC1/PC2.

These results quantitatively link iron deposition to lipid peroxidation and cell death along PC1 while revealing an orthogonal HbHp-triggered adaptive detour on PC2. This provides a mechanistic map that informs our model of Hb toxicity and dual scavenger function, as discussed below.

Our study reconstructs the pathological cascade that follows erythrocyte lysis in intracerebral hemorrhageencompassing hemoglobin oxidation, heme release, iron-driven lipid peroxidation, and neuronal deathwithin a single ex vivo model. By preserving neuronal–glial architecture while allowing precise toxin control, this organotypic slice approach enables direct evaluation of how scavenger proteins modulate RBC-toxin pathology.

By integrating five destructive readouts through a bootstrap-based principal component analysis (PCA), we identified two orthogonal axes. PC1 captures oxidative toxicity (iron-to-lipid ROS to cell death), while PC2 reflects a metabolic-adaptation response (dominated by Nrf2-centered transcription). Free hemoglobin and free heme-albumin cluster at the high-toxicity end of PC1, whereas their scavenger complexes segregate protectively. Heme–Hpx remains near neutral, simply neutralizing heme by tight coordination, rendering it biochemically inert, while HbHp drives slices upward on PC2, revealing a cytoprotective reprogramming that suppresses neuronal loss below baseline.

This mechanism highlights the distinction between sequential blockade and adaptive rerouting. Hpx’s quiescent heme neutralization stems from its femtomolar affinity for free heme, which prevents membrane insertion and ROS initiation. Hp, on the other hand, stabilizes Hb to reduce heme release, partially blunting PC1 and simultaneously triggering an Nrf2-dominated transcriptional program. [Bibr ref11],[Bibr ref26] This program coordinates the upregulation of iron-handling and glutathione synthesis. Overall, this response aligns with the transcriptional program of erythrophagocytic macrophages, which are the archetypal cells responsible for the safe disposal of heme and iron. [Bibr ref12],[Bibr ref27]

In vivo preclinical hemorrhagic stroke models have implicated Hpx [Bibr ref5],[Bibr ref28]−[Bibr ref29] [Bibr ref30] [Bibr ref31] or Hp [Bibr ref19],[Bibr ref32]−[Bibr ref33] [Bibr ref34] as neuroprotective, yet the cellular basis linking toxin sequestration to neuronal survival remains unproven. Genetic studies confirm Hpx’s protective role. Hpx knockouts suffer worse [Bibr ref19],[Bibr ref32]−[Bibr ref33] [Bibr ref34] hemorrhagic outcomes,[Bibr ref29] while Hpx overexpression shrinks hematoma and improves recovery without robustly elevating HO-1.[Bibr ref28] We replicate that chemical heme-inactivation paradigm ex vivo. Hpx physically removes the heme–iron trigger and strongly suppresses ROS with minimal transcriptional engagement.

Haptoglobin, in contrast, has a dual role. It stabilizes hemoglobin dimers, limiting heme release and partially suppressing PC1. At the same time, it activates an Nrf2-dominated transcriptional program that boosts iron metabolism and enhances glutathione synthesis. As a result, slices shift upward along PC2, and neuronal cell death drops below baseline. This protective reprogramming aligns with in vivo data showing that Hp deficiency worsens hemorrhage,[Bibr ref26] whereas Hp supplementation preserves vascular and neuronal integrity both in vitro and in vivo. [Bibr ref19],[Bibr ref26],[Bibr ref35]

By deploying an organotypic slice preparation that preserves neuronal–glial architecture while allowing rigorous toxin control, we now provide direct evidence that heme–iron is the quantitative driver of lipid peroxidation in the brain and that scavenger proteins either biochemically neutralize the trigger (Hpx) or convert it into an adaptive signal enhancing cellular resilience (Hp). The PCA framework formalizes these relationships and offers an intuitive map. Treatments that minimize PC1 (oxidative toxicity) while maximizing PC2 (metabolic adaptation) should yield the greatest neuroprotection.

Our observations motivate future studies to delineate how HbHp enters parenchymal cells in brain slices, traffics to intracellular compartments, and elicits the observed transcriptional and antiapoptotic effects. 

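Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527, plus strand) was low in the slices. It measured 3.02 ± 1.25 CPM (SD, n = 10) in the 24 h controls and 3.87 ± 1.89 CPM (n = 9) in the 48 h controls of batches 2 and 3, with between 59 and 353 counts per library, so that it was detected in every one of them. In the controls of batch 1 it measured 4.52 ± 2.21 CPM (n = 10). HbHp did not differ from control, with log2 fold changes against control of -0.028 at 24 h (adjusted p = 0.983) and -0.49 at 48 h (adjusted p = 0.318) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of a list of 8 border-associated macrophage genes that holds Cd163, 7 were tested in the heme set, and 0 of these were higher with heme-albumin, with a median of -0.60 (camera adjusted p = 0.00573, fry adjusted p = 0.0249).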

Consistent with bulk-phase/pinocytic uptake of plasma proteins reported in post-traumatic human brains,[Bibr ref36] our findings are compatible with CD163-independent entry routes for Hb–Hp in BSCs, which lack peripheral CD163-expressing monocytes/macrophages and exhibit weak murine CD163–Hb–Hp affinity relative to the human receptor. [Bibr ref16],[Bibr ref37] Such noncanonical uptake may suffice for Hb–Hp-triggered Nrf2 responses despite limited canonical receptor availability.

Hemopexin (Hpx) sequesters free heme with subpicomolar to femtomolar affinity and is cleared via CD91/LRP1 in the liver. [Bibr ref21],[Bibr ref38] In neurons, prior reports are mixed: heme–Hpx can induce Hmox1/Nrf2-dependent programs in primary mouse cortical neurons,[Bibr ref21] whereas other studies found minimal neuronal uptake and signaling.[Bibr ref31] In our slice system, heme–Hpx yielded near-baseline tissue ^58^Fe accumulation and a largely quiescent transcriptome compared with hemin-albumin, consistent with chemical sequestration as the dominant effect. However, we caution against overgeneralization: (i) uptake capacity and receptor expression in BSCs differ from in vivo conditions; (ii) endocytic delivery of heme–Hpx via CD91/LRP1 may be rate-limiting in this preparation; (iii) species- and glycosylation-dependent ligand–receptor interactions can modulate signaling. Together, these factors could explain divergent heme-Hpx-driven results across studies despite clear protection at the biochemical and histological levels. 

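In the slices, Hmox1 rose from 1345 ± 544 CPM (SD, n = 10) in controls to 2317 ± 618 CPM (n = 10) with hemeHpx, a log2 fold change of 0.79 (standard error 0.19, adjusted p = 0.0246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the correction for GC content and length it was 0.73 (adjusted p = 0.0550). Hmox1 was lower by 0.54 with hemeHpx than with heme-albumin (adjusted p = 0.0358 from the same test). Across the 15198 tested genes, the log2 fold changes of hemeHpx and heme-albumin against the shared controls correlated with r = 0.23, and 58.9% had the same sign. Simulations without any effect gave a median of 0.50 and 67.2%, since the controls are shared, and genes are not independent replicates. Both treatments changed 246 genes, 230 of them in the same direction. Lrp1 (ENSMUSG00000040249, chromosome 10, 127538161 to 127621148, minus strand), which overlaps Gm16217, was at 1740 ± 277 CPM in controls and 1730 ± 222 CPM with hemeHpx.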

A key limitation of our model is the progressive attrition of microglia in adult organotypic cultures, underrepresenting phagocytes that may contribute to hemoglobin/heme clearance in vivo. [Bibr ref39],[Bibr ref40] Another methodological trade-off refers to the selection of human proteins for our studies. Species-specific receptor–ligand interactions may affect key readouts. However, only human proteins are available at clinical-grade purity and formulation. [Bibr ref12],[Bibr ref41] In our assessment, this advantage outweighed the potential benefit of species congruence at the cost of poorly characterized and potentially contaminated mouse proteins. Within these constraints, our data support a model in which Hpx primarily neutralizes heme and minimizes PC1 (oxidative toxicity), whereas Hb–Hp stabilizes Hb and engages an NRF2-centered program that increases PC2 (metabolic adaptation)a principle that can guide therapeutic strategies in hemorrhagic stroke.

In conclusion, we unify biochemical, transcriptomic, and histological outcomes into a coherent redox landscape that illustrates how scavenger proteins pivot RBC-toxin pathology from oxidative damage to transcriptional resilience. Hemopexin neutralizes heme chemistry, while haptoglobin orchestrates endogenous protective reprogramming. Targeting both arms thus emerges as a rational, mechanism-based strategy to mitigate neuronal injury in intracerebral hemorrhage.

## Materials and Methods

### Animals

Wild-type C57BL/6J mice (male and female, 6–8 weeks) and CAG-Luc mice (B6;FVB-Ptprca Tg­(CAG-luc,-GFP)­L2G85Chco Thy1a/J, JAX #025854) were bred and housed in the University of Zurich Laboratory Animal Service Center (LASC). All procedures were approved by the Swiss Federal Veterinary Office (license ZH96/2023).

### Organotypic Brain-Slice Culture

Coronal BSCs were prepared essentially as described by Stoppini et al. (1991) with minor adaptations. [Bibr ref42]−[Bibr ref43] [Bibr ref44] [Bibr ref45] [Bibr ref46] Briefly, deeply anesthetized mice were transcardially perfused with ice-cold phosphate-buffered saline (PBS, Gibco 17502048). Brains were removed, glued to the vibratome stage, and sectioned coronally (150 μm; speed 4, frequency 10) into Hibernate-A at 4 °C (<15 min). Two slices were placed on each PTFE insert (0.4 μm, Millicell) in 6-well plates containing 1.1 mL plating medium (Neurobasal-A + 20% heat-inactivated horse serum + antibiotic-antimycotic). Cultures were maintained at 37 °C, 5% CO_2_. On day 4, the medium was replaced with serum-free growth medium (Neurobasal-A supplemented with N-2, B-27 Plus, G-5, and antibiotic-antimycotics). Experiments were performed on day 7 or, for longer cultivation, after a half-medium change.

### Preparation of RBC Toxins and Scavenger Complexes

All hemoglobin, heme and their scavenger proteins (hemopexin, haptoglobin) used in this study were of human origin, except for isotopic labeled hemoglobin and heme that were murine.

#### Heme-Albumin

Hemin (Frontier Scientific) was dissolved in 100 mM NaOH, mixed with 20% human albumin (CSL Behring, lot P100634753) to 4 mM, pH-adjusted to 7.45 with 144 mM H_3_PO_4_, brought to 25 mL with H_2_O and sterile-filtered; stable at 4 °C for ≤ 1 week.

#### Heme-Hemopexin

Hemin (24 mg in 2.63 mL 100 mM NaOH) was mixed at a 1:1.1 molar ratio with hemopexin (92 mg/mL; CSL Behring, lot T0342022B) to ensure complete binding, sterile-filtered, and used within 24 h. We used clinical-grade human Hp, Hpx and albumin for all functional exposures to ensure consistent protein quality and formulation suitable for translational work. We acknowledge that species and glycosylation differences may influence uptake and signaling.

#### Hemoglobin

Stroma-free human Hb was purified from expired blood units as described.[Bibr ref14] Hb was complexed with human plasma-derived Hp 1-1 (CSL Behring, specifications on request) at a 1:1.1 molar ratio; complex formation was verified by HPLC size exclusion chromatography (Agilent).

### Isotopically Labeled Heme and Hemoglobin

Ferric carboxymaltose enriched with ^58^Fe was synthesized as described,[Bibr ref24] washed, and resuspended (1.5 mg/mL NaCl 0.9%). Eight-week C57BL/6J mice were fed an iron-deficient diet (<0.5 mg Fe/kg) for 3 weeks, then injected i.v. with 150 μg ^58^Fe-FCM five times over 2 weeks. After a 2-week incorporation period, blood was collected and ^58^Fe-Hb purified. Heme was isolated by acetone precipitation and ethyl acetate extraction, as described by Egyed.[Bibr ref47]

### Viability Assays

#### Bioluminescence

BSCs from CAG-Luc mice were incubated with 25 μM DMNPE-caged luciferin (GoldBio L13010) for 30 min; Bioluminescent signal intensity was measured for 30 s on a ChemiDoc system (Bio-Rad, Image Lab 5.2.1).

#### Lactate Dehydrogenase (LDH) Release

LDH was quantified in the culture medium using the CyQUANT LDH kit (Invitrogen C203000), read at 560/590 nm (Tecan Infinite M200 Pro).

#### Glucose Oxidase (GOx) Challenge

Oxidative stress was imposed with 6.25–100 mUmL^–1^ glucose oxidase added directly to the culture medium (Sigma, G7141–10KU).

### ^58^Fe Quantification by ICP-MS

Slices were digested in 200 μL 67% HNO_3_ (1 h incubation at room temperature, then 1 h sonication at 80 °C) by subsequent addition of 50 μL of 30% H_2_O_2_ (1 h incubation at room temperature, then 1 h sonication at 80 °C). Digests were diluted to 4% HNO_3_ and analyzed using an Agilent 8800 triple-quadrupole inductively coupled plasma mass spectrometry (ICP-MS) instrument (Department of Chemistry, University of Zurich).

### Lipid Peroxidation (TBARS)

Two slices per insert were pooled, homogenized in 150 μL of RIPA (Thermo 89900), and assayed for thiobarbituric acid-reactive substances (TBARS) as described.[Bibr ref48] In brief, 100 μL homogenate was mixed with 500 μL 750 mM trichloroacetic acid in 1 M HCl, followed by 400 μL 25 mM 2-thiobarbituric acid in 1 M NaOH. Tubes were sealed and incubated for 60 min at 80 °C, cooled on ice for 5 min, and centrifuged at 15,000*g* for 5 min. Absorbance measured at 532 nm with background subtraction at 600 nm (Infinite M200 Pro, Tecan). TBARS concentration (μM malondialdehyde equivalents) was calculated using ε = 156 mM^–1^ cm^–1^ and normalized to total protein determined by BCA (Thermo Pierce).

### Histology and Image Analysis

Slices were fixed in 4% PFA (overnight, 4 °C) and permeabilized in permeabilization buffer (PB, 1% BSA/0.5% Triton X-100; 12 h, 4 °C) before immunostaining. Primary antibodies (72 h, 4 °C, in PB: PBS 1:1): guinea-pig anti-NeuN 1:1000 (Synaptic Systems 266 004), rabbit anticleaved Caspase-3 1:300 (Cell Signaling Technology #9661), rat anti-GFAP 1:300 (Thermo Fisher 13-0300). Secondary antibodies (24 h, 4 °C, in PB:PBS 1:1): goat antiguinea-pig Alexa 488 1:300 (Invitrogen A-11073), goat antirabbit Alexa 555 1:300 (Invitrogen A-21429), goat antirat Alexa 647 1:300 (Invitrogen A-21247). Slices were counterstained with Hoechst 33342 1:2000 (Invitrogen H3570) and mounted in ProLong Gold Antifade (Thermo Fisher P36930).

Images were acquired on a Leica TCS SP8 inverted confocal microscope equipped with a 20×/0.75 NA HC PL APO objective (Center for Microscopy and Image Analysis, University of Zurich). Tile scans (single optical section at slice mid-depth) were exported as 16-bit TIFFs.

Image visualization and preprocessing were performed using Fiji;[Bibr ref49] single-cell segmentation and fluorescence quantification were accomplished with a custom Python pipeline (Python 3.12.10). Cells were clustered by *k*-means (*k* = 2) on log-transformed NeuN and Caspase-3 intensities to classify Casp3^high^/NeuN^low^ (apoptotic) and Casp3^low^/NeuN^high^ (viable) populations. Downstream statistics and plotting were performed in R 4.4.2 (2024-10-31). AI-based tools were used to improve code efficiency in Python and R. All analyses and interpretations were carried out by the authors.

### Bulk RNA-seq and Gene-Set Scoring

RNA was extracted (Lexogen SPLIT kit), quality-checked (Agilent TapeStation), and sequenced (Illumina NovaSeq X Plus/6000; TruSeq mRNA) at the Functional Genomics Center Zurich (FGCZ) of the University of Zurich and ETH Zurich. Differential expression analysis was performed using DESeq2[Bibr ref50] with LFC apeglm shrinkage method.[Bibr ref51] To quantify the transcriptional response to RBC toxins and scavenger proteins, we calculated a “heme response score” derived from the top 50 upregulated DEGs in BSC treated with 200 μM heme-albumin compared to medium-only control.

### Principal-Component Analysis

For each condition (Ctrl, heme–albumin, heme + Hpx, Hb, Hb + Hp), we generated 250 bootstrap replicates by sampling with replacement from the empirical distributions of the five readouts (^58^Fe immobilization, MDA, heme‑stress score, heme‑metabolism score, neuronal cell‑death index). Each bootstrap replicate comprised one draw per readout. The resulting 1,250 × 5 matrix (five conditions × 250 replicates) was Z‑scaled prior to PCA (prcomp­()). The proportions of explained variance were examined using a scree plot, focusing on the first two principal components (PC1 and PC2), which accounted for the majority of the multivariate variation. AI-based tools were used to improve code efficiency. All analyses and interpretations were performed by the authors.

### Statistics

All statistical analyses were performed in R 4.4.2 (2024-10-31) using functions from the tidyverse package.[Bibr ref52] Data visualization was performed using ggplot2.[Bibr ref53] *P*-values <0.05 were considered statistically significant. AI-based tools were used to refine code syntax. Data analysis and statistical interpretation were done by the authors.

## Supplementary Material

## Data Availability

The sequencing data sets generated and analyzed during the current study are available in the Gene Expression Omnibus repository (GSE299269). Supporting Information, including the original data, a Python notebook for the pseudocytometric analysis, and the R code to reproduce all analyses and figures in this publication, are available online (10.5281/zenodo.15530642). To review GEO accession GSE299269: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299269.

# Supplementary material for: Haptoglobin and Hemopexin Redirect Heme-Driven Oxidative Stress and Neurotoxicity in Organotypic Brain Slices
**Source:** ACS Chem Neurosci. 2025 Dec 19;17(1):77–89. doi: 10.1021/acschemneuro.5c00511
**Supplement:** Supplementary file 1

## **Supplementary Figures**

### **Haptoglobin and Hemopexin Redirect Heme-Driven Oxidative Stress and Neurotoxicity in Organotypic Brain Slices**

**Running title:** Hp and Hpx redirect heme toxicity in the brain

Anna-Lea T. Stalder<sup>a</sup>, Raphael M. Buzzi<sup>a</sup>, Dominik J. Schaer<sup>a</sup>

## Supplementary Figure 1

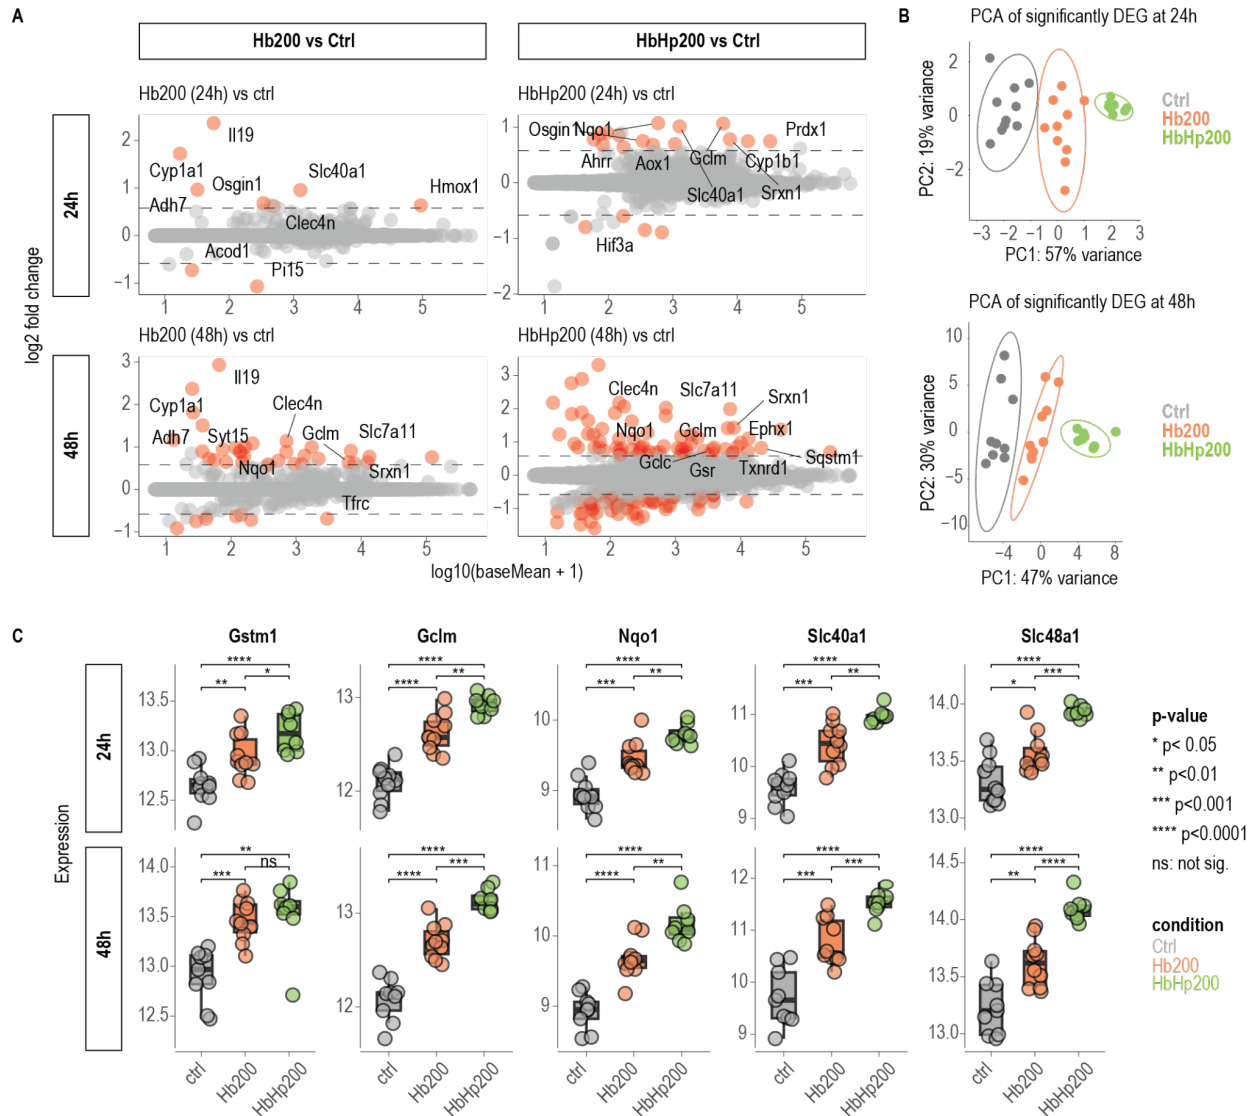

**Supplementary Figure 1: Transcriptional response pattern is similar after 24 and 48 hours of Hb exposure and more pronounced at 48 hours.**

**(A)** MA plots of Hb (200 $\mu$ M) vs. Ctrl and HbHp (200 $\mu$ M) vs. Ctrl at 24h and 48h after exposure show enhanced transcriptional response after 48h.

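Counted at an adjusted p under 0.05 and a change of at least 1.5-fold, Hb altered 7 genes at 24 h, and HbHp altered 43 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sizes here are absolute log2 fold changes, whatever their sign. Over the 41 genes that Hb changed at either time, the median size was 0.32 at 24 h and 0.50 at 48 h. That is a ratio of 1.57, and 31 of the genes were larger at 48 h. For HbHp, 2599 genes changed at either time, with medians of 0.20 and 0.38, a ratio of 1.91, and 94.8% of them were larger at 48 h. Genes called at 48 h alone enter these medians, which raises the ratio. Over all tested genes the ratios were 1.13 for Hb and 1.49 for HbHp. With the experiment as an added term the ratios were 1.34 and 1.56.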

**(B)** PCA plots of significant DEG at 24h and 48h show a similar distribution pattern

**(C)** Oxidative stress response genes (*Nqo1*, *Gclm*, *Gstm1*) and heme-iron transporter genes (*Slc48a1*, *Slc40a1*) show similar expression patterns at 24h and 48h, with higher overall gene expression at 48h.

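At 24 h, Nqo1 was at 10.6 ± 2.18 CPM in controls (SD, n = 10), 16.3 ± 3.50 CPM with Hb (n = 10) and 21.0 ± 2.48 CPM with HbHp (n = 8). In the same order, Gclm measured 115 ± 14.9, 168 ± 24.8 and 205 ± 14.6 CPM, and Gstm1 170.5 ± 21.9, 212 ± 33.6 and 248 ± 34.8 CPM. Slc48a1 measured 273 ± 39.1, 324 ± 41.1 and 416 ± 14.4 CPM, and Slc40a1 18.3 ± 4.33, 35.3 ± 10.3 and 51.1 ± 5.65 CPM. With Hb at 24 h, Gclm (0.55), Nqo1 (0.62) and Slc40a1 (0.95) passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while Gstm1 (0.32, adjusted p = 0.795) and Slc48a1 (0.25, adjusted p = 0.659) did not. With HbHp all 5 passed it, with log2 fold changes of 1.13 for Nqo1, 1.05 for Gclm, 0.65 for Gstm1, 0.48 for Slc48a1 and 1.41 for Slc40a1. Each of the 5 had a larger log2 fold change at 48 h under both conditions. None of these increases passed the interaction test of treatment and time, in which the largest for HbHp was that of Nqo1 (0.45, standard error 0.19, adjusted p = 0.586) and the largest for Hb also that of Nqo1 (0.25, standard error 0.18, adjusted p = 1.00). Gclm overlaps 2 other annotated genes and Slc48a1 overlaps Hdac7.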

## Supplementary Figure 2

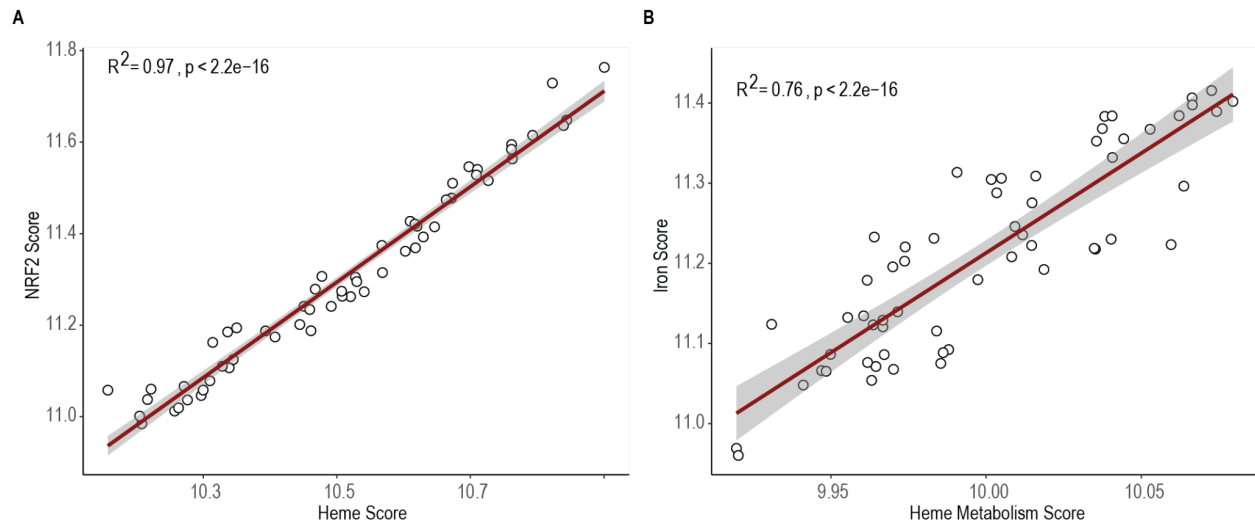

### Supplementary Figure 2: Correlation of Gene Set Scores.

**(A)** Correlation of heme response score and Reactome Nrf2 score,  $r^2 = 0.97$ ,  $p < 0.0001$

**(B)** Correlation of Hallmark heme metabolism score and Reactome iron uptake and transport score,  $r^2 = 0.76$ ,  $p < 0.0001$

How the deposited data were processed for this re-analysis (not part of the article)

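Bulk mRNA of mouse brain slice cultures was measured in 188 libraries, of which 167 could be assigned to 17 conditions from the labels and the paper. The other 21 libraries carry labels that leave their condition open and enter no comparison. For each library the authors deposited whole read counts per Ensembl gene, without normalization, and the paper's text names neither the aligner nor the counting program nor the genome build. Everything else was computed from these counts. Positions, overlapping genes, GC content and transcript lengths come from GRCm38 with the GENCODE M21 annotation.

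The libraries were sequenced in 3 batches, with 60 libraries in batch 1, 48 in batch 2 and 80 in batch 3. Total counts per library ran from 11038484 to 44199060 in batch 1 (median 22054776), from 32626873 to 54174784 in batch 2 (median 46896476) and from 15587938 to 38839614 in batch 3 (median 28435992). No 2 libraries of one condition and batch were alike within sampling noise. Pairs across conditions or batches were not compared in this way. The sex given by the library names matched the Y-linked genes in every library, and Xist was not used here.

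Comparisons of groups used edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr (smallest count 10, smallest total count 15) and the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. Standard errors are the log2 fold change divided by the square root of F. Control, heme-albumin and hemeHpx libraries of 24 h (30 libraries) were fitted together. Control, Hb and HbHp libraries of 24 h and 48 h (55 libraries) were fitted together with the sequencing batch as a term. The 11 comparisons include the interaction of treatment and time for Hb and for HbHp. The other doses of heme-albumin were fitted with all 60 libraries of batch 1, and those of Hb, HbHp and Hp alone with the other libraries of batches 2 and 3. The model was tested on simulated counts with 200 genes changed by known amounts. For HbHp against control at 24 h it called 74.6% of the genes changed by 1 on the log2 scale, and for heme-albumin against control 91.0%.

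Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with fry, and with camera under an estimated correlation. Reactome sets came with fgsea 1.28.0. The hand-written lists hold targets of NRF2, ATF4 and the aryl hydrocarbon receptor, genes of glutathione metabolism, cholesterol synthesis, heme synthesis, heme and iron handling, endoplasmic reticulum stress and inflammatory activation, and markers of neurons, astrocytes, oligodendrocytes, microglia, border-associated macrophages and endothelial cells. Further lists, written after the first results were seen and before they were tested, hold proliferation genes and markers of hypothalamus, thalamus, striatum, cortex and hippocampus, cerebellum, choroid plexus and meninges. The Hallmark, GO and Reactome NFE2L2 sets of the paper were not used here. Scores are means of DESeq2's blind variance-stabilized values (DESeq2 1.42.0) and were compared by permutation tests in Python 3.11.15 with scipy 1.17.1, exact where a group had fewer than 10 libraries and with 100000 resamples otherwise. Correlations between comparisons that share controls are given beside simulations of unchanged groups against the same controls.

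The genes named are those the paper names (Nqo1, Gclm, Gstm1, Slc48a1, Slc40a1, Gpr84, Tnfrsf1a, Hmox1, Cd163 and Lrp1) and, for each comparison, the 5 raised most and the 5 lowered most by log2 fold change among genes with an adjusted p under 0.05 and a mean of at least 1 CPM. A gene that this rule selects between hemeHpx and heme-albumin is not reported here. That rule, the conditions, the models, the hand-written lists other than those written later and most alternatives were fixed before the data were examined. Other genes fall outside that rule. Further members of the heme-stress score and Slc7a11, Chac1, Fpr1 and Sall1 were chosen after their values were seen, Y-linked genes are named for the sex of the tissue, and some genes are named only because they overlap another. The alternatives were DESeq2 in place of edgeR, RLE in place of TMM scaling, no filter on low counts or at least 10 counts in every library, no batch term, an experiment term, batch 3 alone, each time fitted alone, the code of the library name as a replicate block, leaving out each control of batch 3, and for the scores log2 CPM (prior count 2), other gene numbers and same-batch controls. Fits within experiment E2 alone, the correction for GC content and transcript length, leaving out HbHp replicate 1, the score over the 50 genes with the smallest p as it enters the correlation of the scores, and the experiment term for lists, single genes and doses were added after the data had been seen. The correction for GC content takes the longest transcript of each gene and removes from each library its median deviation per bin of GC content and length. Overlapping genes and members of similar gene families are given as uncertain where they are named, since the counting is not stated to use strand. Results from the imaging, iron and cell death experiments were not analysed here.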

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

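The tests of GC content and library size in HbHp replicate 1, the fits without that library, the removal of the library with the most Acod1, the reading of the genes of low heme-albumin doses in other libraries and the fit of the time interaction within experiment E2 alone were chosen after the results were seen.

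Scores and named genes were searched for libraries far from the others of their group. Of 99 groups, 10 held a library whose gap to its nearest neighbour, as a share of the group's range, passed Dixon's 95% critical value. Chance alone marks about 1 in 20 groups. Acod1 was added after its values were seen.

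HbHp replicate 1 at 48 h was marked in 4 measures. Its iron score of 11.99 lay above the next value of 11.84 (gap 0.556 of the range), and its porphyrin score of 11.3 lay above 11.05 (gap 0.781). Slc48a1, at 9.10 log2 CPM against 8.90, was the highest of the group (gap 0.544). Gstm1, at 7.46 against 8.24, was the lowest (gap 0.677). The size of the library argues against depth as the cause, since its total of 30215855 counts lay within the 25379899 to 32416072 of the other libraries. A GC content bias of this library stays open. Its log2 CPM differed between GC-rich and GC-poor genes by -0.59 relative to the group, against -0.075 to 0.14 in the others. Its 10 most abundant genes also took 12.9% of its counts, against 9.46% to 10.41% in the others. Without it, HbHp at 48 h changed 1857 genes against control in place of 2573, and 600 in place of 1002 against Hb. No biological explanation was tested, because the names give no other way in which the library differs.

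Slc48a1 was lowest in heme-albumin replicate 8, at 8.13 log2 CPM against 8.50 in the next library (gap 0.561). The GC trend of that library relative to the group was -0.56, against -0.12 to 0.21 in the others. Gpr84 was lowest in heme-albumin replicate 1, at 0.033 log2 CPM against 0.99 (gap 0.524), in the library with the group's smallest total of 13421393 counts. It held 14 counts of Gpr84. Slc40a1 was highest in HbHp replicate 6 at 24 h, at 6.00 against 5.71 log2 CPM (gap 0.621). The heme response score was highest in Hb replicate 10 at 24 h, at 8.56 against 8.43 (gap 0.500), in the group's smallest library of 24712931 counts. Among the 24 h controls of batches 2 and 3 it was highest in replicate 8, at 8.41 against 8.23 (gap 0.565). That library belongs to experiment E2. For these libraries neither a technical nor a biological explanation was tested.

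In hemeHpx replicate 4, Gpr84 reached 3.82 log2 CPM against 2.04 in the next library (gap 0.610), and Acod1 stood apart by 0.977 of the range. This was the deepest library of batch 1, with 44199060 counts, and it held 1269 counts of Acod1. A single library may be the whole of the rise in Acod1. Without it the log2 fold change was -0.048 (adjusted p = 0.948 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 3.15 with it. Single libraries with high Acod1 also occurred under heme-albumin at 50 µM (58.8 CPM, group median 0.912), heme-albumin at 400 µM (27.4 CPM, median 1.04) and HbHp at 400 µM for 48 h (68.7 CPM, median 0.632). In the last of these Fpr1 reached 40.7 CPM against a median of 0.129. What distinguishes these slices was not tested.

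The effect of HbHp differed between 48 h and 24 h in 6 genes by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference of log2 fold changes was 2.11 for Il11 (adjusted p = 0.00165), 1.87 for Areg (adjusted p = 0.00213), 1.85 for Ereg (adjusted p = 0.00165), 1.67 for Il6 (adjusted p = 0.0416), 1.20 for Clec4n (adjusted p = 0.0408) and 0.86 for Prdx1 (adjusted p = 0.0408). Ereg overlaps Gm19610 on the other strand. Part of the difference lies in the controls. Between 24 h and 48 h mean Il6 fell from 2.57 to 0.788 CPM in controls and from 1.98 to 1.90 CPM under HbHp, and Areg went from 1.87 to 0.573 CPM in controls and from 1.89 to 2.13 CPM under HbHp. Prdx1 went from 626.9 to 571 CPM in controls and from 1238 to 2038 CPM under HbHp. Of 100 splits that redrew the times among the HbHp libraries and among the controls, 1 gave as many genes, the real one, and the largest other split gave 5. The count was 5 with an experiment term, 1 within E2 alone, 0 in batch 3 alone (199 genes with p under 0.05) and 3 without HbHp replicate 1. For Hb 0 genes passed, with 135 at an unadjusted p under 0.05. A count of 0 is reached by each of the 100 splits by construction.

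Libraries labelled as Hp alone at 400 µM differed between the experiments E1 and E2. The rise of the NRF2 target list over the controls of the same experiment was larger in E1 than in E2 by 0.46 log2 units at 24 h and by 0.49 at 48 h (exact two-sided permutation p = 0.00217 for each). The list rose in E1 by 0.59 at 24 h (p = 0.000583, exact permutation test with 6 libraries and 7 controls) and by 0.76 at 48 h (p = 0.00126, exact permutation test). In E2 it rose by 0.13 at 24 h (p = 0.0476, exact permutation test) and by 0.27 at 48 h (p = 0.0357, the smallest p that 6 libraries and 2 controls allow in an exact permutation test). A candidate explanation is that the slices labelled Hp alone in E1 held Hb as well. Of 140 genes that HbHp at 400 µM changed against Hp at 400 µM within E2 and that lie outside the NRF2 target list, 94.3% moved the same way in the E1 libraries against their controls at 24 h (exact p = 0.00816 over 1716 splits, median of the splits 52.1%). At 48 h the share was 81.9% of 529 genes (exact p = 0.0758 over 792 splits). In the E2 libraries the shares were 48.6% and 60.9%. The genes were chosen against these same Hp libraries, which lowers their shares by construction, so they are no neutral contrast. Other differences between E1 and E2 stay open, and no library was moved to another group.

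Genes changed in doses and groups that the paper does not report for expression were counted in the same way. Hp at 400 µM changed 10 genes at 24 h and 1779 at 48 h. At 24 h 3 of 40 splits of the same libraries gave as many genes. The largest other split gave 107 and set a group of 12 libraries, 7 of them from E2, against a group of 10 with 2 from E2. At 48 h only the real split, 1 of 40, gave as many, and the largest other gave 57. Within E1 alone the counts were 179 and 2596, within E2 alone 16 and 5. HbHp at 400 µM differed from HbHp at 200 µM in 15 genes at 24 h and 13 at 48 h. At 24 h 1 of 40 splits gave as many, the real one, the largest other giving 3. At 48 h 5 of 40 gave as many, with 328 genes in the largest other split, so that chance may account for the 13 genes. The gene raised most at 24 h was Il11 (log2 fold change 2.36). At 48 h Acod1 was raised most, in the single library described above. Hb at 400 µM differed from Hb at 200 µM in 0 genes at either time, with 125 and 155 genes at an unadjusted p under 0.05. A count of 0 is reached by each of the 40 splits by construction.

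Heme-albumin changed 7 genes at 12.5 µM, 72 at 50 µM and 4510 at 400 µM against the same controls. As many genes or more came from 8 of 100 splits at 12.5 µM and from 5 of 100 at 50 µM, so the numbers alone are ones that other splits reach. Which genes these are argues against chance. Between heme-albumin at 400 µM and 50 µM, all 7 genes of 12.5 µM went the same way, against 53.9% of all genes. Between 400 µM and 12.5 µM, 70 of the 72 genes of 50 µM did, against 59.2%. Neither reading uses the controls or the dose at which the genes were called. Under Hb at 24 h, with other controls, 7 of 7 and 71 of 72 had the same sign. At 400 µM 1 of 100 splits gave as many, the real one. The largest other splits gave 2456 genes at 12.5 µM, 5786 at 50 µM and 3097 at 400 µM. That at 12.5 µM set libraries with a median total of 14870000 counts and a mean GC trend of -0.22 against libraries with 22090000 counts and a trend of 0.059. At 50 µM the trends were -0.13 and -0.019, and at 400 µM 0.10 and -0.28. The counts at these doses were not corrected for GC content. The genes changed at 12.5 µM include Osgin1, Srxn1, Gclm and Alas1. Alas1, which overlaps 4930500F10Rik on the other strand, fell to 53.9 CPM at 12.5 µM from 67.5 CPM in controls, and to 47.6 CPM at 50 µM, 36 CPM at 200 µM and 35.8 CPM at 400 µM.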

How the results depend on the processing

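The experiment term for lists, single genes and doses, the fits within experiment E2 alone, the correction for GC content and transcript length, the fits without HbHp replicate 1 and, for single genes, the fits with RLE factors, other filters, all 6 groups of batch 1, each time alone or a control left out were chosen after the results were seen.

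Across 415 results and 3026 refits, 2517 values kept their direction and their side of the threshold, or moved by less than the limit set for values without a test. The other refits were weaker in 353 cases, stronger in 60, reversed in 17 and moved in 79. For single genes outside the counts below, 250 refits fell short of the threshold and 29 newly passed it. For gene lists, 93 fell short, 27 newly passed and 9 moved. In 11 counts of changed genes, RLE factors and the requirement of at least 10 counts in every library kept every count within 1.5 times its first value. The cause of a change was not tested except where the setting shows it by its construction.

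Requiring a fold change of at least 1.5 lowered the counts by construction, to 436 genes for heme-albumin, 171 for hemeHpx and 846 between hemeHpx and heme-albumin. For Hb they were 7 at 24 h and 18 at 48 h, for HbHp 43 and 785, and between HbHp and Hb 118 and 313. With DESeq2 in place of edgeR, the count rose to 63 for Hb at 48 h, 340 for HbHp at 24 h, 619 between HbHp and Hb at 24 h and 14 for heme-albumin at 12.5 µM. Among the 340 genes, 179 were raised and 161 lowered, against 87 raised and 50 lowered of 137 with edgeR. Without a filter on low counts, more genes were tested and fewer passed: 916 for hemeHpx, 171 between HbHp and Hb at 24 h and 3 for the time interaction of HbHp.

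The comparisons of Hb and HbHp depend most on how batch and experiment enter the fit, because all HbHp libraries belong to batch 3 and experiment E2. Without the batch term, HbHp changed 986 genes at 24 h and 4947 at 48 h, differed from Hb in 1513 and 3176 genes, and had 3 genes in the time interaction. Hp at 400 µM then changed 232 genes at 24 h and 2717 at 48 h. With an experiment term added to the batch term, the counts were 31 and 73 for Hb, 822 for HbHp at 48 h, and 46 and 342 between HbHp and Hb. For doses the same term gave 29 and 21 genes between HbHp at 400 µM and 200 µM, and 116 for Hp at 24 h. It reversed F2rl1 (0.58 against -2.85) and Dhh (0.43 against -1.98) between HbHp and Hb at 24 h. With each time fitted alone, the counts were 17 for Hb at 48 h, 253 and 276 for HbHp, and 861 and 15 between HbHp and Hb. The time fitted alone has fewer libraries for the spread, and at 48 h the batch 3 controls number 2.

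Batch 3 alone holds 2 controls and 2 Hb libraries at each time. It gave 830 genes for Hb at 24 h, 0 for Hb at 48 h (513 genes with p under 0.05), 6 and 37 for HbHp, 2919 and 20 between HbHp and Hb, and 0 for the time interaction of HbHp (199 with p under 0.05). There the iron score of Hb went from 0.10 to -0.099 and the porphyrin score of Hb from 0.12 to -0.11. For HbHp the iron score was 0.074 and the porphyrin score 0.13, both short of the threshold.

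Within experiment E2 alone, with the batch term, Hb changed 1 gene at 24 h and 10 at 48 h, and HbHp changed 42 and 548. Between HbHp and Hb there were 0 genes at 24 h (667 with p under 0.05) and 16 at 48 h, and 1 gene in the time interaction of HbHp. In the Hp group at 400 µM, E1 alone gave 179 genes at 24 h, and E2 alone 16 at 24 h and 5 at 48 h. Against control at 48 h, E2 alone reversed Car3 (0.028 against -3.68), Tmc3 (0.72 against -3.39), Adamts14 (0.13 against -3.12) and F2rl1 (0.95 against -3.72). Between HbHp and Hb it reversed Serpina3f (0.052 against -2.02), F2rl1 (0.57 against -2.85) and F2rl2 (0.083 against -3.14) at 24 h, and Tmc3 (0.23 against -2.91) and F2rl1 (1.30 against -3.58) at 48 h. Tmc3 overlaps Gm16638 and F2rl2 overlaps Iqgap2 on the other strand. These fits leave out the E1 libraries by construction.

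Correction for GC content and transcript length left 164 genes for hemeHpx against control, 88 raised and 76 lowered, in place of 697 raised and 903 lowered. It gave 643 genes between HbHp and Hb at 48 h. Tnfrsf1a under hemeHpx went from 0.12 to -0.026, and the median of the heme and iron handling list under heme-albumin from 0.022 to -0.0078.

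Leaving out single libraries moved 3 results. HbHp against control at 24 h gave from 63 genes without control replicate 10 to 355 without control replicate 11, these being the batch 3 controls of that time. Without HbHp replicate 1, 600 genes passed between HbHp and Hb at 48 h and 3 in the time interaction of HbHp. HbHp against control at 48 h ranged from 1857 to 3389 genes with either batch 3 control left out.

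The score with genes chosen on libraries named M and read in those named W could not be had for Hb and HbHp, which have no library named W. Of the scores at 24 h, restriction to E2 moved the heme response score of Hb from 0.28 to 0.14, and the differences between HbHp and Hb fell to 0.014 for the iron score and 0.030 for the porphyrin score, short of the threshold. In the 48 h libraries the heme response score of HbHp exceeded that of Hb by 0.18, and within E2 by 0.26, against 0.027 at 24 h. Within E2 at 48 h the NRF2 target score of Hb rose by 0.46, the iron score of HbHp by 0.053 against control and 0.039 against Hb, and the porphyrin score of HbHp by 0.12 and 0.027. With log2 CPM in place of variance-stabilized values, the NRF2 target score of HbHp differed from that of heme-albumin by -0.048, no longer past the threshold, and the iron score of Hb rose by 0.15, now past it. Against controls of the same batches only, the iron score of hemeHpx rose by 0.12 and passed the threshold, and the porphyrin score of Hb rose by 0.092 and no longer did.

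The code in each library name was entered as a replicate block. In the heme experiment the deviations of libraries with the same code had a median correlation of 0.30 over 34 pairs, against -0.024 for different codes, and in the Hb experiments 0.16 over 58 pairs, against -0.013. Some codes thus share deviations. Not every pair does, with 22 of the 34 and 37 of the 58 above 0.1 and minima of -0.67 and -0.34. What a code stands for is not known, and the main fits did not take the codes as pairs. Those fits treat libraries as independent, which the higher medians within codes put in doubt. Their p-values and counts depend on that assumption. With the replicate block, hemeHpx changed 2748 genes, Hb 37 and 80, and HbHp 76 and 1112. HbHp and Hb then differed in 3 and 594 genes, and 13 genes passed in the time interaction of HbHp. F2rl1 and Dhh went the other way between HbHp and Hb at 24 h (0.64 and 0.49), as did F2rl1 at 48 h (0.11).

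Simulated counts show what depth and group size allow. A change of 0.5 on the log2 scale was called in 79.1% of the genes between hemeHpx and heme-albumin, in 65.7% for heme-albumin against control, in 68.7% for Hb at 24 h and in 41.8% for HbHp at 48 h. Small effects of HbHp are therefore missed more often than small effects of the other treatments.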

Differences from the paper's values

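The score over the 50 genes with the smallest p, as it enters the correlation, the experiment term for single genes, the fits within experiment E2 alone and the correction for GC content were chosen after the values were seen.

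For the squared correlation of the heme response score and the NRF2 score at 24 h, the paper's value is 0.97 (Figure S2A). Over the 58 libraries it was 0.762 here, with a hand-written list of NRF2 targets in place of the paper's Reactome set. Of the alternatives set before the data were examined, log2 CPM values gave 0.729 and score genes outside the NRF2 target list 0.638, and neither closed the gap. The score over the 50 genes with the smallest p, which was chosen after seeing the values, gave 0.869. Within batch 1, which holds the heme experiment alone, the value was 0.916.

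The paper ranks HbHp above Hb in the heme response score (Fig. 6A). At 24 h the group means had this order, but the difference was 0.027 (exact two-sided permutation p = 0.443, 8 against 10 libraries). With 25 genes it was 0.053, with 100 genes 0.056 and with the 50 genes of smallest p 0.087 (exact permutation p = 0.212, 0.105 and 0.0918). With log2 CPM it was -0.048, in batch 3 alone -0.038 and over score genes outside the NRF2 target list -0.036 (exact permutation p = 0.391, 0.600 and 0.328). No setting run at 24 h passed the threshold. In the 48 h libraries the score of HbHp was above that of Hb by 0.18 (exact permutation p = 2.29e-05, 8 against 10 libraries), which reaches the paper's order, and within E2 at 48 h by 0.26 (exact permutation p = 0.00606). The paper further states that HbHp raised all of its scores more than Hb did, and for the heme response score the 24 h difference above applies.

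Gstm1 and Slc48a1 are named among the top 50 genes for heme-albumin (Fig. 4A). Of the 5 genes named there, Nqo1, Gclm and Slc40a1 ranked within the first 50 by log2 fold change among raised genes, at 47, 33 and 5. Slc48a1 ranked 72 and Gstm1 121. When genes are ranked by p, all 5 lie within the first 50, Gstm1 at 48 and Slc48a1 at 23.

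The paper states that hemeHpx prevented the rise of these genes and left the slices transcriptionally quiescent (Figs. 4A and 6). Against control, hemeHpx raised Nqo1 by 0.45, Slc48a1 by 0.44, Slc40a1 by 0.69 and Gstm1 by 0.22 on the log2 scale (adjusted p = 0.00698, 0.00698, 0.0295 and 0.0472 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gclm rose by 0.18 (adjusted p = 0.0549 from the same test) and passed with DESeq2 (0.0357) and with at least 10 counts required in every library (0.0375). Each rise was smaller than under heme-albumin. The number of changed genes was 1600, and 164 with the correction for GC content and transcript length. That correction, chosen after seeing the values, also left Gstm1 short of the threshold at 0.16 (adjusted p = 0.170), while Nqo1, Slc48a1 and Slc40a1 stayed past it. The heme response score of hemeHpx was above control by 0.19, and the NRF2 target score by 0.22 (permutation p = 1e-05 for each, the smallest they can give).

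Gpr84 and Tnfrsf1a are described as rising under Hb (Fig. 5A). At 48 h Gpr84 rose by 0.91 and Tnfrsf1a by 0.16 on the log2 scale, with adjusted p of 0.0888 and 0.0979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called both at the threshold of 0.05 (adjusted p = 0.0269 and 0.0268), as did the experiment term (0.0179 and 0.0203), which was chosen after seeing the values. The fit with the code of the library name as a block also called Tnfrsf1a. Of HbHp the paper states that it suppressed both genes. Against Hb at 48 h the log2 fold change was -0.41 for Gpr84 and -0.13 for Tnfrsf1a (adjusted p = 0.399 and 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the settings run called either gene as lower under HbHp. With the experiment term the adjusted p of Gpr84 was 0.0874, and with DESeq2 that of Tnfrsf1a was 0.0610.

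HbHp is described as raising the stress and transport genes beyond Hb at 48 h (Fig. 5A). All 5 named genes were higher under HbHp than under Hb, and Gclm, Nqo1 and Slc48a1 passed the threshold. Slc40a1 (0.68, adjusted p = 0.0673) and Gstm1 (0.19, adjusted p = 0.398) did not in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc40a1 passed with DESeq2 (adjusted p = 0.0442) and without the batch term (adjusted p = 0.00454). No setting called Gstm1.

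The paper states that heme-albumin and Hb did not engage heme metabolism (Fig. 6C). Its Hallmark set was not used here. The Reactome porphyrin score rose by 0.12 under heme-albumin and by 0.12 under Hb (permutation p = 0.00649 and 0.0094). Under Hb it fell short of the threshold against controls of the same batches only (0.092, permutation p = 0.0831), and in batch 3 alone it was -0.11. Of the 16 tested genes of this set, 9 were higher under heme-albumin, with a median of 0.045 (camera adjusted p = 0.0805, fry adjusted p = 0.0227). Under Hb at 24 h 13 were higher, with a median of 0.048 (camera adjusted p = 0.00578, fry adjusted p = 0.334). Of the 17 score genes, 2 are also on the NRF2 target list. The iron score, by contrast, changed by -0.012 under heme-albumin against the 20 controls of all batches (permutation p = 0.813). Against the 10 controls of its own batch its mean lay higher instead, within their spread.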

Other observations

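The tests of the experiment and of the batch term as the cause of the HbHp results, the fits within experiment E2 alone, every correction for GC content or transcript length, and all marker lists of brain parts and of proliferation were chosen after the results were seen.

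Each count of changed genes was set against other splits of the same libraries into groups of the same sizes, with 100 splits including the real one for the counts below. For heme-albumin 2 of 100 splits gave at least its 2004 genes, the largest other giving 3518. That split set libraries with a median total of 22560000 counts and a mean GC trend of 0.11 against libraries with 15450000 counts and a trend of -0.28. With each library corrected for GC content and transcript length heme-albumin still changed 2434 genes. For hemeHpx 2 of 100 splits gave at least 1600 genes, the largest other giving 2597 with median totals of 24690000 and 14320000 counts. Between hemeHpx and heme-albumin 1 of 100 gave 4317 genes or more, the real one, and the largest other gave 0.

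For Hb at 24 h 1 of 100 splits gave at least 19 genes. For Hb at 48 h 5 of 100 gave at least 37, so the number alone is one that other splits reach. Which genes these are argues against chance. All 36 of them that were tested in batch 1 had the same sign under heme-albumin, in other libraries with other controls, and 31 were called there. Of the 19 genes called at 24 h, 15 were called at 48 h with the same sign. The largest other split gave 2364 genes and followed experiment and batch, with 5 libraries of E2 and 4 of batch 3 on one side and 0 of each on the other. Within E2 alone Hb changed 10 genes at 48 h. For HbHp 1 of 100 splits gave at least 137 genes at 24 h (largest other 132) and 2 of 100 at least 2573 at 48 h. The other split at 48 h gave 2972 and held 7 of the 8 HbHp libraries in the group of 9, so it nearly repeats the real split with the sides exchanged, and the experiments with it. Within E2 alone HbHp changed 548 genes at that time.

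At 48 h HbHp changed 2573 genes and Hb 37. Library size is argued against as the cause, because HbHp still changed 2284 genes when every library was thinned to the smallest total. Without the 10 genes with the most counts it changed 2596, and with each library corrected for GC content and transcript length 2162. A difference between the experiments E1 and E2 is not the whole of it either, since 822 genes passed with an experiment term. It may be a large part. Against Hb, HbHp differed in 378 genes at 24 h and 1002 at 48 h, which 1 of 100 splits reached at either time, the real one (largest other 1 gene at either time). These counts fell to 46 and 342 with an experiment term. With that term and the correction for GC content and transcript length together, 330 genes were left for HbHp against control at 48 h and 66 against Hb. A difference between batches 2 and 3 is argued against as the whole cause, since the 2573 genes passed with a term for the batch, and within batch 3 alone HbHp changed 37 genes. Its size is known less well, because batch 3 holds 2 controls at 48 h. Of the 2573 genes, 69.2% had the same sign between HbHp at 400 µM and Hp at 400 µM within the E2 libraries of batch 3 (exact p = 0.0736 over 462 splits, median of the splits 49.7%). Of the 822 genes that pass with an experiment term, 92.1% had the same sign there, for which no splits were drawn. That comparison includes no control of this batch, and its groups hold 5 and 6 libraries. It changed 554 genes at 48 h and 163 at 24 h, and 1 of 100 splits gave as many at either time, the real one (largest others 222 and 31).

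The genes that HbHp lowered most at 48 h were F2rl1, F2rl2, Car3, Tmc3 and Adamts14. A candidate explanation is a difference between the experiments, since 19.6% of their log2 fold change was left with an experiment term. Their median went from -3.68 to -0.66, which leaves a slightly smaller share, so 19.6% is not the ratio of these medians. Controls and Hb libraries come mostly from E1, and HbHp libraries come from E2 alone.

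Libraries of E1 and E2 differed in 9984 of 16221 genes (61.5%) by the experiment term, 5143 higher and 4841 lower in E2. GC content or gene length bias is argued against as the whole cause, since 10239 genes differed with each library corrected for both. Whether the slices of the experiments hold another part of the brain cannot be told apart from other differences between them. The list of cortex and hippocampus markers differed by -0.013 between the controls (exact permutation p = 0.955), whereas hypothalamus markers were higher in E2 by 1.23 log2 units (adjusted p = 0.0467 by exact permutation test with Benjamini-Hochberg adjustment over the lists). Proliferation genes were lower in E2 by -0.93 (adjusted p = 0.0012 by the same test). Between the libraries labelled Hp at 400 µM, hypothalamus markers differed by 0.25 at 24 h and 0.096 at 48 h (adjusted p = 0.478 and 0.888 by the same test). Proliferation genes differed there by -0.66 at 24 h (adjusted p = 0.0152 by the same test) and by -0.032 at 48 h (adjusted p = 0.888). Other lists differed the same way in all of these comparisons: by the same test, oligodendrocyte markers were higher in E2 by 0.43 in the controls (adjusted p = 0.0467), 0.33 with Hp at 24 h (adjusted p = 0.0455) and 0.62 at 48 h (adjusted p = 0.0152). Microglia markers were higher by 0.80 (adjusted p = 0.0886), 1.43 and 1.01 (both adjusted p = 0.0152), and border-associated macrophage markers by 0.41 (adjusted p = 0.128), 0.57 and 0.78 (both adjusted p = 0.0202). A different share of these cells and a change of their genes within the same cells both stay open, because cells were not counted here.

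Under hemeHpx 1600 genes changed against control. Library size is argued against as the cause, since 1096 genes passed with every library thinned to the smallest total. A GC content or gene length bias may explain most of the count, since 164 genes passed with each library corrected for both. Of 100 splits of the corrected libraries, 3 gave at least 164 genes, the largest other giving 1037. With the correction by GC content alone 87 genes passed, and with that by length alone 1692. The GC trend of the libraries was higher under hemeHpx than in controls by 0.33 log2 units (permutation p = 0.00558, 10 against 10 libraries) and under heme-albumin by 0.15 (permutation p = 0.216). A treatment that acts on GC-rich genes would also be removed by the correction, and this stays open.

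The correction leaves some of the hemeHpx response in place. The median of the NRF2 target list was 0.21 after correction for GC content or gene length, which argues against this bias as the cause of that rise. The median of the neuron list was 0.45 after correction, which argues against the bias in the same way. A different share of neurons stays open and cannot be told apart from a change within neurons: the list rose by 0.51 per library (exact permutation p = 0.0180, adjusted p = 0.155 over 14 lists). Of the other lists, microglia differed by 0.074, astrocytes by 0.0057, oligodendrocytes by 0.15 and endothelial cells by 0.061. Slices that hold another part of the brain stay open as well, because cortex and hippocampus markers rose by 0.18 (exact permutation p = 0.190) and the spread of these markers between libraries is wide.

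Oxt, Trh and Cartpt are hypothalamic peptide genes that rose under hemeHpx. The hypothesis that some of these slices hold hypothalamus predicts that other hypothalamic markers rise too, and these were higher by 0.67 (exact permutation p = 0.0404, adjusted p = 0.188 over 14 lists). By the same measure choroid plexus markers were higher by 1.01 (exact permutation p = 0.272), thalamus by 0.34 (exact permutation p = 0.0786), striatum by 0.13 and cerebellum by 0.12, and meninges differed by -0.059. None of these lists passed after adjustment, and a rise particular to hypothalamus was not tested. By camera, over the genes it tested, the hypothalamus list had 6 of 6 higher with a median of 0.57 (adjusted p = 0.153). The other lists written for parts of the brain had medians there of 0.010 for thalamus, 0.022 for striatum, 0.036 for cerebellum, -0.073 for cortex and hippocampus, 0.093 for choroid plexus and -0.065 for meninges. The proliferation list had 0 of 12 genes higher under hemeHpx, with a median of -0.44 (camera adjusted p = 1.83e-05, fry adjusted p = 0.0605). Under HbHp at 48 h its median was -0.78 (camera adjusted p = 1.4e-10), and -0.26 with an experiment term.

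Heme-albumin lowered the microglia list. Fewer microglia in the slices is a candidate explanation, since a loss of cells lowers all of their genes alike: 13.3% of the list lay more than 2 standard errors from the list's median. The exceptions were Gpr34 and Sall1. The log2 fold changes ran from -2.10 for Gpr34, which overlaps Cask on the other strand, to 0.082 for Sall1. Per library the list was lower by -0.69 (exact permutation p = 0.00258, adjusted p = 0.018 over 14 lists). A lower expression of these genes in the same number of microglia is not excluded, because microglia were not counted here.

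Other lists under heme-albumin are given for completeness. The 4 tested targets of the aryl hydrocarbon receptor were all higher, with a median of 0.66 (camera adjusted p = 4.66e-10, fry adjusted p = 4e-12). Their median under Hb at 48 h was 0.71 with 6 of 6 higher (camera adjusted p = 1.08e-30), and under HbHp at 48 h 1.04 with 6 of 6 higher (camera adjusted p = 8.83e-12). Genes of endoplasmic reticulum stress were lower, 2 of 14 being higher, with a median of -0.32 (camera adjusted p = 1.49e-13), and so were astrocyte markers, with 1 of 12 higher and a median of -0.24 (camera adjusted p = 6.19e-05). Endothelial markers (median -0.11, camera adjusted p = 0.145), oligodendrocyte markers (median -0.11, camera adjusted p = 0.285), neuron markers (median -0.083, camera adjusted p = 0.776) and genes of heme synthesis (median 0.050, camera adjusted p = 0.142) did not differ from other genes by camera, although fry called the heme synthesis list as lower (adjusted p = 0.0013).

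The heme response score of controls differed between batch 1 and batches 2 and 3. A difference between sequencing batches in all genes may account for it, since 93.95% of 10000 random lists of matched expression had a smaller difference, short of 95%. The score of heme-albumin is read from genes chosen on the same libraries. With genes chosen on the libraries whose names start with M and read in those that start with W, the rise over control was still 0.71, so the choice of genes on the heme-albumin libraries does not account for it.

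The controls of batch 1 fell into separate clusters. Replicates 12, 14, 16, 18 and 19 held from 11038484 to 13393773 counts, with GC trends of -0.59 to -0.28 and 4.77% to 5.57% of the counts on mitochondrial genes. Replicates 13, 15, 17, 20 and 21 held from 19414814 to 29576977 counts, with trends of 0.032 to 0.24 and 3.07% to 3.29%. Over the 10 controls, depth and GC trend correlated with r = 0.87 and rho = 0.67. This mostly contrasts the clusters, so it cannot tell depth from other differences between them. The correlation was r = 0.54 for heme-albumin and r = 0.60 for hemeHpx. The codes in the library names largely follow the clusters: M1, M3, M5 and W3 lie in the first and M2, M4, W4 and W5 in the second, while W1, which has 2 controls, lies in both. Relative to its group, the trend at 12.5 µM heme-albumin was -0.33 for M1, -0.36 for M3 and -0.45 for M5, against 0.16 for M2 and 0.15 for M4, while the 2 libraries of W3 had -0.16 and 0.38. At 50 µM M1, M3 and M5 had -0.25, -0.27 and -0.22, against 0.22 and 0.090 for M2 and M4. At 200 µM they had -0.12, -0.082 and -0.093 against 0.21 and 0.095. At 400 µM the values were -0.087, 0.0084 and -0.066 against 0.095 and 0.053. The W3 libraries at 50 µM had -0.14 and 0.40. Under hemeHpx the M codes differed little, at 0.027, 0.048 and 0.0053 against -0.0066 and -0.011. What a code stands for is not known here, and no explanation was tested.

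The 21 libraries whose condition the labels leave open were scored without assigning them. The 1 library from batch 2 and experiment E2 had a heme response score of 7.93, an NRF2 target score of 11.82 and an iron score of 11.43. The 14 libraries from batch 3 and E1 had heme response scores of 8.73, 8.74, 8.71, 8.81, 8.78, 8.68, 8.74, 8.55, 8.56, 8.73, 8.63, 8.56, 8.67 and 8.80. Their NRF2 target scores ran from 12.05 to 12.46 and their iron scores from 11.08 to 11.36. The 6 libraries from batch 3 and E2 had heme response scores of 8.74, 8.42, 8.55, 8.52, 8.48 and 8.51, with NRF2 target scores from 12.12 to 12.27 and iron scores from 11.31 to 11.43. Over all 21 the medians were 8.67, 12.21 and 11.27. No explanation was tested for these values.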
